# Comparative Characterization of Cardiac Development Specific microRNAs: Fetal Regulators for Future

**DOI:** 10.1371/journal.pone.0139359

**Published:** 2015-10-14

**Authors:** Yashika Rustagi, Hitesh K. Jaiswal, Kamal Rawal, Gopal C. Kundu, Vibha Rani

## Abstract

MicroRNAs (miRNAs) are small, conserved RNAs known to regulate several biological processes by influencing gene expression in eukaryotes. The implication of miRNAs as another player of regulatory layers during heart development and diseases has recently been explored. However, there is no study which elucidates the profiling of miRNAs during development of heart till date. Very limited miRNAs have been reported to date in cardiac context. In addition, integration of large scale experimental data with computational and comparative approaches remains an unsolved challenge.The present study was designed to identify the microRNAs implicated in heart development using next generation sequencing, bioinformatics and experimental approaches. We sequenced six small RNA libraries prepared from different developmental stages of the heart using chicken as a model system to produce millions of short sequence reads. We detected 353 known and 703 novel miRNAs involved in heart development. Out of total 1056 microRNAs identified, 32.7% of total dataset of known microRNAs displayed differential expression whereas seven well studied microRNAs namely let–7, miR–140, miR–181, miR–30, miR–205, miR–103 and miR–22 were found to be conserved throughout the heart development. The 3’UTR sequences of genes were screened from *Gallus gallus* genome for potential microRNA targets. The target mRNAs were appeared to be enriched with genes related to cell cycle, apoptosis, signaling pathways, extracellular remodeling, metabolism, chromatin remodeling and transcriptional regulators. Our study presents the first comprehensive overview of microRNA profiling during heart development and prediction of possible cardiac specific targets and has a big potential in future to develop microRNA based therapeutics against cardiac pathologies where fetal gene re-expression is witnessed in adult heart.

## Introduction

The gene expression program during embryonic development is highly orchestrated process that entails precise control of large number of gene network [1]. Heart development, a highly conserved process from flies to human is the first sign of organogenesis in the developing embryos which leads to functional circulatory system essential for survival of organisms [2–3]. It is a tightly regulated complex process requiring exquisite control of transcriptional programs [4]. During the years, heart development has come up as a paradigm of cell differentiation and organogenesis and chicken embryos have emerged as classical model for understanding the vertebral organogenesis and development due to characteristically similar organ development [5]. In addition, developmental processes of chicken embryos are well defined and live developing chick embryos can be easily manipulated in ovum [6–7].

The precise spatio-temporal regulation of gene expression was earlier believed to be regulated by a diverse set of transcription factors, chromatin regulators, and signalling molecules [8–9]. Recently, microRNAs, a class of non-coding RNA molecules, have drawn considerable attention for their prominent role in development and diseases by regulating the expression of target mRNAs [10–15]. The discovery of microRNAs and their regulated function in various biological events have therefore revealed new insight in to the complexities involved in the gene regulatory network during development [16–17]. MicroRNAs regulate expression of genes through sequence specific targeting of the 3’ untranslated regions of target mRNAs by either inhibiting translation or inducing mRNA degradation resulting in translational repression and gene silencing [18]. The current reports indicate the existence of hundreds of microRNA genes in the vertebrate genome which regulate approximately 30% of mRNAs [19]. Therefore, identification of comprehensive sets of miRNA and their targets during the organ development is a critical step to facilitate our understanding of genome organisation, cell growth, differentiation, organ development and diseases [20–21].

The present study was designed to understand the mechanisms of heart development and its reprogramming and to identify the microRNAs implicated in heart development. The study hold a big potential in future to develop microRNA based therapeutics against cardiac pathologies, as fetal re-expression of cardiac genes is witnessed in number of cardiac diseases, leading causes of morbidity and mortality worldwide [22–24].

No such developing heart specific comparative study has been conducted in the past. Previous studies were conducted to identify the small regulatory RNAs expressed in the whole embryos collected at day 5, 7 and 9 of incubation [25]. Another study was conducted by Hick et al in 2008, where a small RNA library from 11-day old chick embryos was constructed to examine the miRNA expression profiles of the whole embryos [26]. Darnell et al in 2006, employed high-throughput whole mount in situ hybridization on 0.5 to 5 days old chicken embryos to map expression of 135 miRNA genes [27]. In all such studies, non-specific microRNAs pool, regulating the development of whole organism was used and hence specificity with respect to particular organ development is lacking. In the present study we aimed to characterize stage specific microRNAs regulating the heart development. We identified several novel cardiac specific miRNAs during various stages of heart development using next generation sequencing technology. We also aimed to identify the time when miRNA population became involved in heart development using differential expression. Through this analysis, we present a functional categorization of mRNA targets of screened cardiac miRNAs. We also show the enrichment of genes as well as pathways of muscle development and apoptosis in the data-sets. Importantly, this is the first study conducted on developing heart rather than using whole embryo, that would not only increase the efficacy and sensitivity of regulation of fetal cardiac gene program, but would also enrich the learning and findings related to cardiac specific microRNAs and their mRNA targets.

## Material & Methods

### Source of Chemicals

Chemicals were purchased from Sigma-Aldrich,USA unless or otherwise stated.

### RNA isolation from chicken hearts

Fertilized *Gallus gallus*chicken eggs were obtained from Hatchery, Faridabad, Haryana, India. The eggs were incubated in incubator at 37.5°C with more than 90% humidity and with rotations every 6 h. Chick embryos were collected at four, six, eight, ten, twelve and fourteenth days of incubation [CHL1–CHL6]. These represent the chick embryonic developmental stages HH24, HH29, HH34, HH36, HH38 and HH40 respectively, which cover various stages of cardiogenesis [28–29]. Eggs were placed in a hood by maintaining its horizontal position in the glass dish and wiped with 70% ethanol. Egg shells were punctured with blunt ended curved forceps using sterile conditions. 1–2 ml of white albumen was withdrawn, which allowed the embryos to move away from the upper surface of the eggs and further carefully opened the taped-covered top of the eggs with the tip of scissor. After the removal of the egg shell, embryos were rinsed in cold and sterilized 1 XPBS, vitelline membranes were taken off from the embryos and yolks were cleaned. After removal of extra embryonic membranes, developing hearts from various stages were carefully separated from embryo without removing any other tissues using micro dissecting scissors and immediately processed for total RNA isolation using TRIzol Reagent(Sigma Aldrich, USA) after crushing the heart using sterile glass homogenizers. Integrity of extracted stage specific RNA pools were checked on 1X MOPS-formaldehyde agarose gel and quality was verified by Agilent 2000 bioanalyzer. Low molecular weight RNAs were extracted using mirVana small RNA isolation kit (Ambion, Life technologies, USA) as per instructions. RNAs concentrations and purities were determined spectrophotometically by measuring A260/A280 ratio using the NanoDrop ND–1000 spectrophotometer (Nanodrop Technologies, USA). The small RNA fractions were confirmed by using Urea-PAGE gel. RNA samples were stored at –80°C until further use.

### Small RNA library construction and high throughput sequencing

Total six cardiac heart libraries (CHL1-CHL6) were prepared for deep sequencing and subsequent characterization (S1 Fig). For each heart developmental stage, equal quantities [20μg] of small RNAs were submitted to Illumina Inc. for small RNA deep sequencing. In brief, the low-molecular- weight RNA was precipitated with PEG8000/NaCl. RNA was purified by polyacrylamide gel electrophoresis [PAGE] to elute molecules in the range of 18–30nt. The extracted RNAs were ligated to the 3′ adopter [TCGTATGCCGTCTTCTGCTTG]. The ligated RNAs from each library were eluted from 15% denatured polyacrylamide gel using 0.3NNaCl, followed by the ligation of 5′ adopter [GTTCAGAGTTCTACAGTCCGACGATC]. The samples were further used as templates for cDNA synthesis using SuperScriptH III reverse transcriptase (Illumina Inc., USA) by using primers complementary to 5’ and 3’ linker sequences with 25 PCR cycles of 95°C for 30s, 50°C for 30s, and 72°C for 30s. The PCR products were extracted from the agarose gels using the Gel Extraction Kit (Qiagen Ltd., UK) and sequenced by Illumina sequencing technology after purification.

### Sequence analysis

Illumina platform generates library sequence reads with the base quality scores [30]. The datasets were filtered to remove redundant sequences. A filtered set of the unique reads along with read counts were labelled as sequence tags. We used UCSC genome browser for *Gallus gallus* v.2.1 genome sequence and annotations [31]. Sequence tags were mapped onto chicken genome assembly using BLAT software after trimming the adaptors sequences. Only tags with perfect match or with one mismatch were considered for further analysis. The tags were mapped to chicken genome particularly in context to important genomic features such as exons, introns, repeats, rRNAs, tRNAs, snRNAs, and snoRNAs [32–34]. All the library sequences were initially normalized by count-per-million method using DEseq tool where library sequences were adjusted for differences in sequencing depth. The counts were then normalized to reads per million to facilitate comparison between libraries.

### MicroRNA analysis

miRBase version 19.0 was searched for identification of small RNA library sequences with insert length 18 to 28 bases [http://microrna.sanger.ac.uk] followed by filtration. Next, the filtered sets were compared with miRNAs and miRNA precursor sequences of all organisms [35]. We classified our miRNAs datasets into conserved/differentially expressed known and novel cardiac specific microRNAs. The representative microRNAs were aligned to *Gallus gallus* genome as well as transcriptome to identify their precursors. RNA fold server using MEF RNA structure prediction algorithm was used to identify hairpin structures of predicted microRNAs to identifying bonafide microRNAs from spurious sequences [36]. Comprehensive information for each microRNA was collected with respect to its location, strand, sequence, chromosome, miRNA* [the sequences originating from the RNA hairpin arm opposite to the annotated mature miRNA containing arm], hairpin sequence, abundance, sRNA length, hairpin length, hairpin structure, minimum free energy, G/C %, miRBase ID and P_Val. Expression profiles for conserved, differential and novel microRNAs isolated from all six libraries were generated from a comprehensive analysis using DEGseq and heat maps were generated using “R”[37]. DEGseq is a free R package for identifying differentially expressed miRNAs from RNA-seq data. The method DEGseq took uniquely mapped reads from RNA-seq data of six libraries with whole chicken sequenced dataset as input. The text file asoutput of DEGseq contained the miRNAs expression values for all the library samples with a P-value.

### Expression analysis by Real Time PCR

Expression levels of the seven conserved mature miRNAs were determined by quantitative real time PCR(Piko-Real Time 96 Thermofischer Scientific, Waltham, MA USA) using Taqman microRNA Reverse transcription kit and SYBR Green qPCR Master Mixes (Thermo Scientific) with the designed primers listed. (S1 Table). The small nuclear RNA U6B was used as an internal control (RNU6B). The reactions were performed in a 96-well optical plate in two cyclic program at 95°C for 30 sec, followed by 40 cycles of 95°C for 15 sec and 55°C for 30 sec. All reactions were run in triplicates. After reaction, the threshold cycle (Ct) was determined by using the comparative Ct method where the amount of targeted miRNAs was normalized to the endogenous control sample by 2-ΔΔCt. The Ct was defined as the fractional cycle number at which the fluorescence passed a fixed threshold.

### Chromosomal distribution of miRNAs

MiRNAs were used to map on to whole chicken genome [http://genome.ucsc.edu/cgi-bin/hgGateway?org=chicken] and graphs were created implementing number of miRNAs mapped on a chromosome.

### Computational prediction of miRNA targets

We used standard tools such as target scan to predict targets of miRNAs with following conditions *(i)* Perfect match in the seed region *(ii)* 8nt from the 5’ end of miRNA *(iii)* The minimum free energy of the miRNA/ target duplex was less than -20 Kcal/mol*(iv)* The total score for a miRNA-mRNA pairs was greater than 100 [38]. We also used PicTar as an additional tool for validation of predicted targets that works on Hidden Markov model and uses alignment to eight vertebrate species to eliminate false positives [39–40].

### GO Analysis of the predicted miRNA target genes

To enable the functional analysis of the potential targets of identified miRNAs, we used BLAST2GO tool. We collected the common predicted miRNA targets in all the cardiac specific libraries. Given a set of genes, the tool extracted GO terms to classify them as biological processes, molecular functions and cellular processes as keywords that were over represented in the set of the genes. The BLAST2GOgene annotation tool generated results in terms of predicted GO cluster, GO term, number of targets, gene description, enrichment fold and P_value [41–44].

### KEGG Pathway analysis of the predicted miRNA target genes

To understand miRNAs and their target genes at biological network level, we used the KEGG [Kyoto Encyclopedia of Genes and Genomes] tool called KAAS [KEGG Automatic Annotation Server] to automate the processes of the K number assignment and the subsequent pathway mapping. Query genes [target mRNAs] were searched against the reference datasets. Candidate hits were selected based upon BLAST scores and the bi-directional hit rate. These hits were divided into KO groups and query sequences were assigned to these KO groups based upon standard scoring system [45].

### Statistical analysis

The results were presented as mean ± standard error of the mean (s.e.m). Microsoft Excel SPSS and PRISM software was used to perform all statistical analysis. The R software was used for all statistical computing and graphics. For the expression analysis, reads data were log10 and log2-transformed and for comparison of six experimental groups, ANOVA-test was used. Adjustment of the p-value by multiple comparisons was performed by calculating false discovery rates (FDR). Those miRNAs with FDR<0.1 were extracted as differentially expressed. Hierarchical clustering was performed using an R platform and heat mapswere generated.

### Ethics Statement

All animal work was performed in accordance with local ethical guidelines. The work was conducted on developing chick embryos. Chick embryos are increasingly recognised as model of choice for mammalian biology as no ethical approval is required for working with developing chick embryos up to day 15 since they lack immune system in early developmental stages and do not experience pain as per NIH guidelines for avian embryos use.

## Results

### High-throughput sequencing of small RNAs from developing chick hearts

To determine the role of miRNAs in heart development, six small RNA heart libraries (CHL1-CHL6) were generated from 4^th^ to 14^th^(HH24 to HH40)day of chick embryonic stages representing fully functionalfour chambered heart development including differentiation of numerous cell types (cardiomyocytes, vascular cells, neural cells, and cardiac fibroblasts), general growth of the heart, cardiac looping,chambers formation, ventricular bending, mitral and tricuspid valve formation,differentiation of the network of Purkinje fibers, coronary veins and arteries formation. These RNA libraries were sequenced using Illumina platformHiseq 2000. 

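Small RNA from chick embryo hearts was sequenced in 6 libraries, each from the RNA pool of 1 stage, days 4, 6, 8, 10, 12 and 14 (HH24, HH29, HH34, HH36, HH38 and HH40). The paper's text does not name the number of hearts in a pool. With 1 library per stage there was no replicate, so the stages were set side by side and no p was computed between them. The depth was taken from the paper's own clean reads, which ran from 1517744 on day 14 to 42679985 on day 12. The authors removed adapters and low-quality reads, kept each unique read with its count, mapped it with BLAT to the chicken genome (Gallus gallus v.2.1) and searched miRBase for known miRNAs. They deposited, for each library, a list of known miRNAs and a list of sequences absent from miRBase (NSSCs in the paper's terms), with the mature sequence, the hairpin, the position and the abundance in reads. They also deposited expression values (RPM), which divided by the abundance gave 1 constant per library. The totals behind that constant were 11.1, 95.0, 13.9, 16.8, 87.9 and 15.0% of the clean reads on days 4, 6, 8, 10, 12 and 14, so the RPM of different days rests on different parts of the clean reads. Levels are given as RPM summed over the distinct mature sequences of a family (miRBase names that share a number), and shares as percentages of all reads of known miRNAs in the library. The 95% Wilson intervals of the shares cover counting error only. The lowest abundance listed was 6 or 7 reads in 5 libraries and 2 reads on day 10, and a family with fewer reads could not appear in a list. The lists were also restricted in length, with 45 of 51 known sequences of 23 nt on day 8, 71 of 76 of 21 nt on day 10 and 38 of 41 of 22 nt on day 14. For the targets the authors deposited a list for each library with the miRNA, the target, the score and the energy.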

In total 25,602,130 raw reads in CHL1 (4^th^ Day library); 10,510,015 raw reads in CHL2 (6^th^ Day); 41,051,704 raw reads in CHL3 (8^th^ Day);20,936,993 raw reads in CHL4 (10^th^ Day); 46,289,501 raw reads in CHL5 (12^th^ Day) and 17,923,260 raw reads in CHL6 (14^th^ Day) were obtained. The reads were filtered for low quality sequences, adapters, ribosomal RNA (rRNAs) and transfer RNAs (tRNAs) (Fig 1). The filtered datasets contained 25,161,079 clean reads in CHL1 (98.27% of raw reads), 9,730,887 in CHL2 (92.58%of raw reads), 40,150,673 in CHL3 (97.80%of raw reads), 20,413,633 in CHL4 (97.50%of raw reads), 42,679,985 in CHL5 (92.20%of raw reads) and 1,517,744 in CHL6 (84.60%of raw reads). The standard quality parameters such as base quality score, base percentages and GC% of the reads were measured. The average quality score (Q Score) was computed for each library and found to be in range of 35–40%. Each library sequences having average quality score less than 20 were not considered for further analysis. We found comparable results for raw and filtered datasets (Fig 2A). No significant deviation for A/T or G/C ratio was observed and difference between composition of A & T and G & C was less than 10% in all the stage specific heart library datasets indicating high quality of the reads. Further, we did not observe any base bias or other issues with the quality of our datasets (Fig 2B).

**Fig 1:**
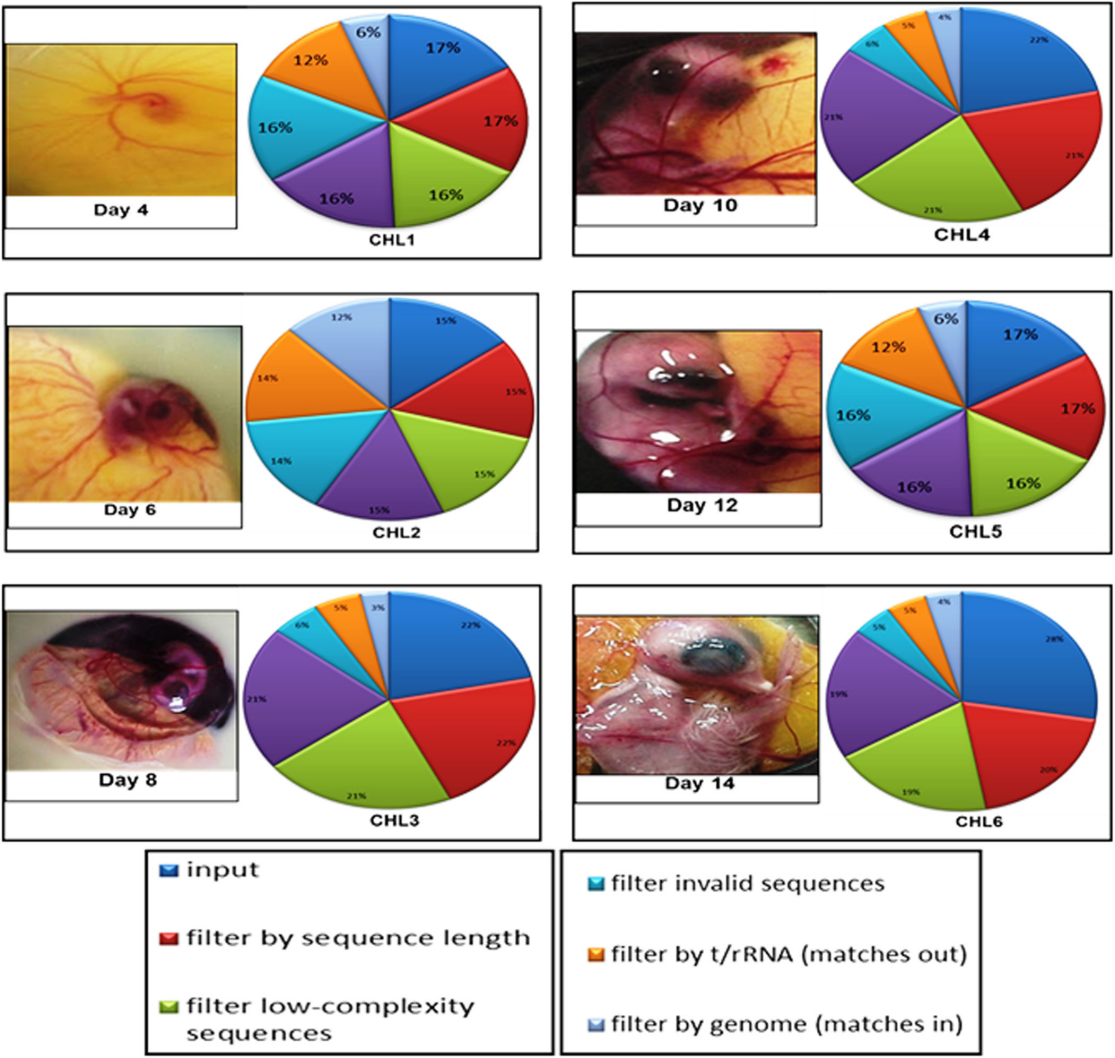
Transcript filters analysis of six heart libraries. All reads from six libraries produced from deep sequencing were aligned to the chicken genome to find the genuine reads and filtered for analysis.

**Fig 2:**
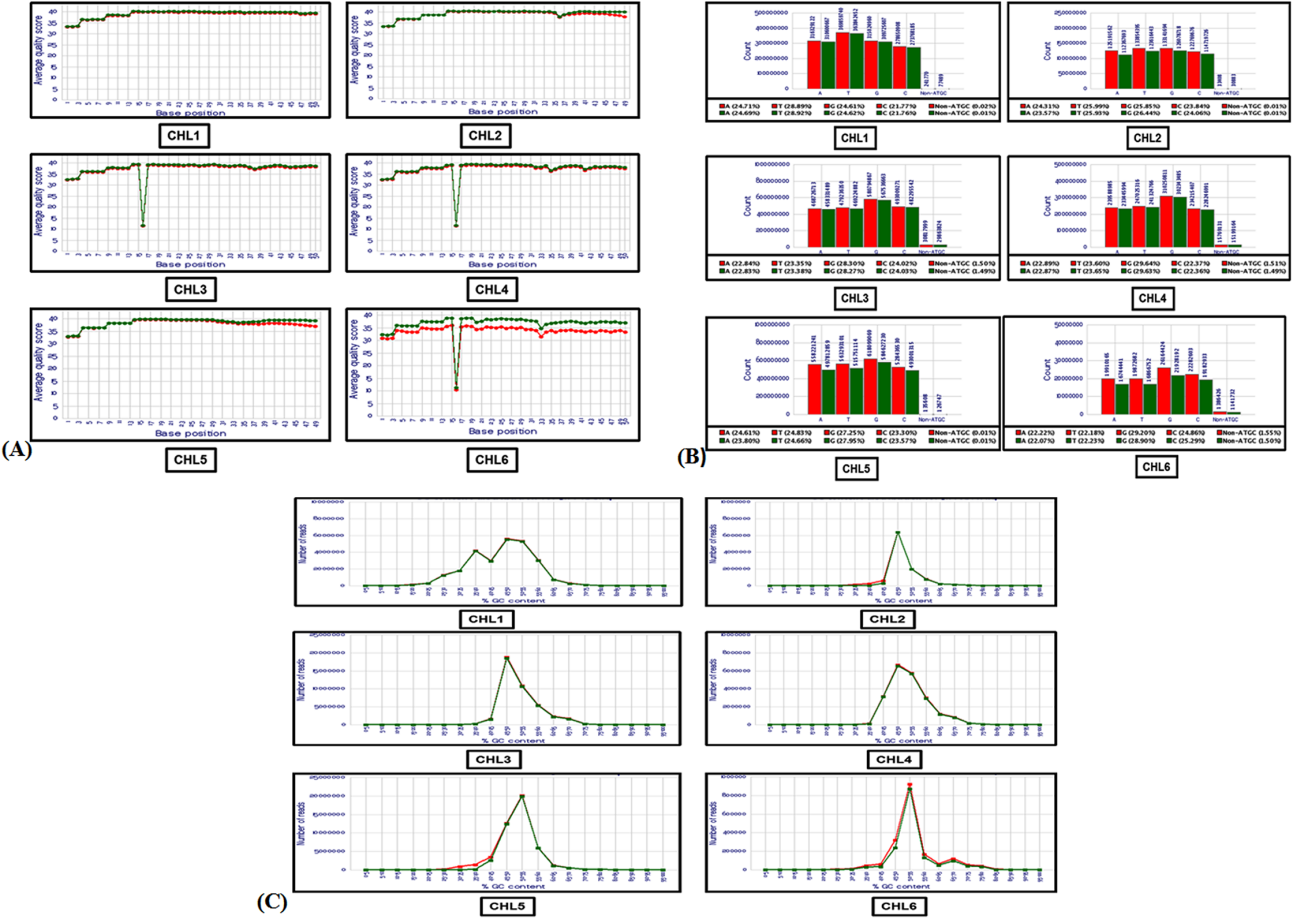
Quality assessment of small RNA reads of cardiac libraries. Quality of the NGS datasets was checked using quality assessment/quality control (QA/QC) tools. **(A).** Average quality score per position in all the raw (red) and filtered reads (green): base position is on the horizontal axis, while quality scores are on the vertical axis. **(B).** Base composition per position in all the sequencing reads (Raw/Filtered) obtained from cardiac libraries. Base positions are on the horizontal axis, while the fraction of each base is on the vertical axis **(C).** Percentage of GC content in total and filtered reads. Samples are labeled along the horizontal axis and the GC percentage is quantified on the vertical axis.

Next, GC% in all the library reads was examined for quality assurance. We observed that all the raw and filtered library sequences had similar GC content.Overall GC content did not differ significantly between six datasets. Only CHL1 dataset had a bimodal distribution of GC content with a prominent peak at 50% and a second peak at around 40%. All other libraries datasets reflected unimodal GC pattern showing a prominent peak at 50% GC. However CHL4 had a broader GC distribution as compare to others (Fig 2C). GC content of all libraries ranged between 45–55% that matched with GC% of chicken genome, confirming the authenticity of library datasets. In addition, we performed pair wise sequence alignments of total small RNA reads (common and stage specific) of all six libraries (Fig 3A). Weobserved that stage/library specific population occupied 5% to 15% of whole dataset suggesting presence of stage specific small RNAs during the progression of heart development (Fig 3B). The overall size distribution of all sequenced reads across different libraries were similar, with the 24nt class being the most abundant, followed by the 23nt showing bimodal pattern (Fig 4A). The length of majority of the members of library were in the range of 20 to 34nt. CHL3 and CHL5 had more small RNAs of diverse read length, while other libraries had limited length of small RNAs.

**Fig 3:**
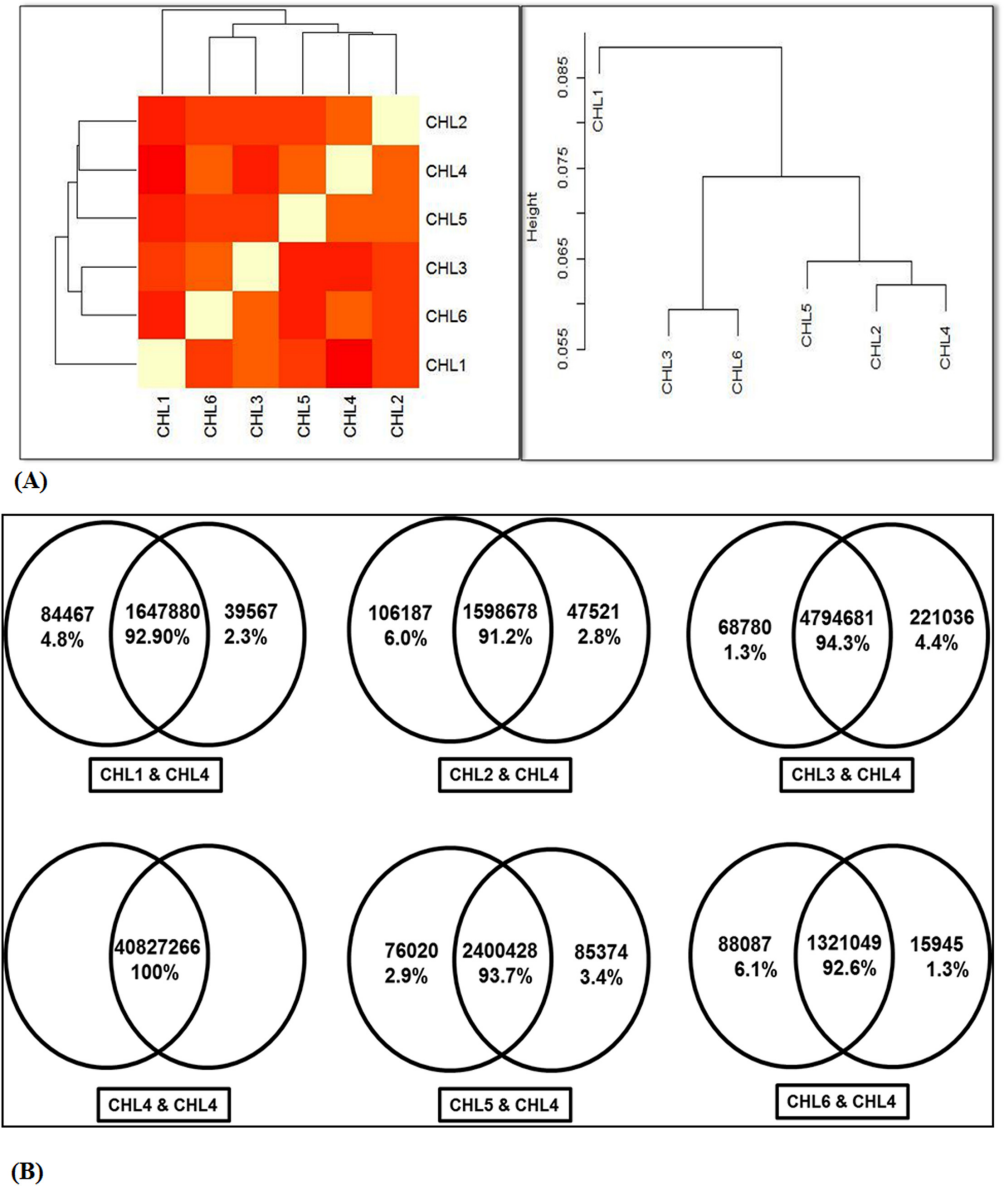
Pairwise comparison. **(A).** Hierarchical clustering of cardiac stage specific libraries. Reads obtained from all the libraries were analysed for sequence similarities. Increase in color intensity from white to red indicates the decrease in the sequence similarities. Short distances between consecutive genes on the chromosome imply that they are clustered. **(B).** Representative figure. To show the comparison of total filtered small RNA reads of CHL4 with other cardiac libraries. The overlapping portion reflects the common sequences among the libraries. The peculiar percentage in libraries showed their respective unique sequence reads.

**Fig 4:**
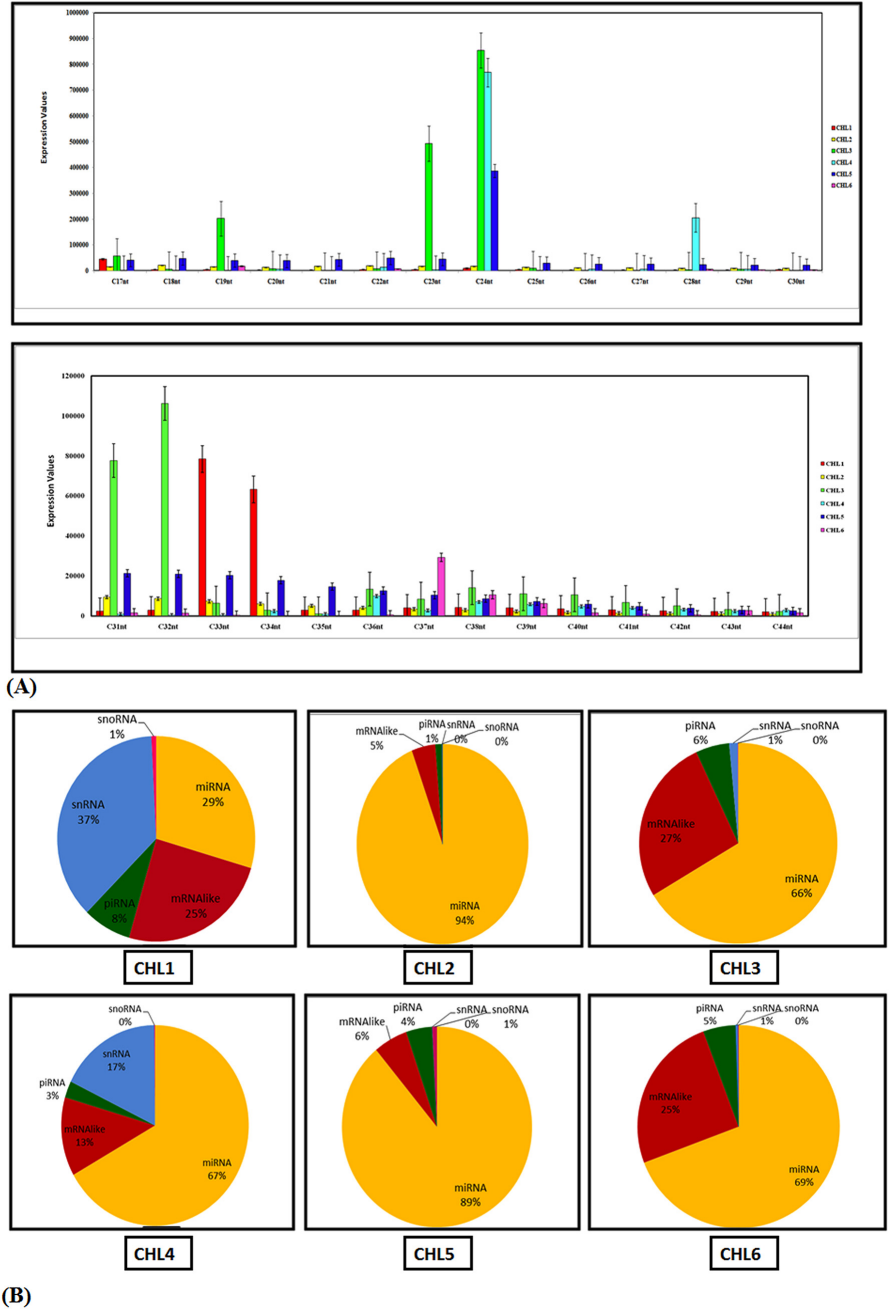
Characterization of small sequence reads of all six libraries. **(A).** Total small read lengths distribution. Read length (in base pairs) is on the horizontal, while the number of reads is on the vertical axis. **(B).** Total small RNA type distribution. Annotation of small RNA species to analyse the percentage microRNA populations and other classes of RNA species in all six cardiac datasets.

Subsequently, the small RNA sequences were mapped and searched against SnRNAs, SnoRNAs, piRNAs, miRNA like and miRNAs. Sequences shorter than 18nt and longer than 28nt were not considered for further analysis. We found that all the libraries were enriched in microRNAs sequences. miRNAs sequences accounted for 29% of whole small RNA population in CHL1 library, whereas occupy 94% of CHL2 population, 66% of CHL3, 67% of CHL4, 89% of CHL5 and 69% of the small RNAs of CHL6. The differences in the distribution further suggested the differential expression of microRNAs at various stages of heart development. CHL2 (6^th^day) and CHL5 (12^th^day) had highest percentage of microRNA sequences (94% & 89% respectively) while CHL1 (29.6%) had least abundant microRNA population indicating role of miRNAs w.r.t. heart development (Fig 4B). 

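Listed miRNAs took the smallest part of the reads on day 4, where known miRNAs and NSSCs together made up 0.629% of the 2793093 reads behind the RPM values. miR-10, which is encoded in the HOX clusters, had 14161 reads on day 4, 2403702 reads on day 6 and 1027513 reads on day 12. The listed sequences made up 35.9% of the reads behind the RPM values on day 6 and 20.7% on day 12. The share was largest on day 10, at 51.6%, and stood at 21.8% on day 8 and 7.01% on day 14. Of the clean reads the listed sequences made up 34.2% on day 6, 18.2% on day 12, 8.67% on day 10, 3.03% on day 8, 1.05% on day 14 and 0.0698% on day 4, so the place of day 10 depends on the reads used as the whole. On day 10 most of these reads belonged to miR-126, an endothelial miRNA with 698845 reads, and to miR-499, which lies in an intron of a cardiac myosin gene. The other classes of small RNA in Fig 4B were not analysed here.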

We further subjected microRNA sequences for detailed characterization.

### Identification of MicroRNA during cardiogenesis

To comprehend the distribution pattern of all the miRNA reads on chromosomes (chr), the location of each tag in all the stage specific cardiac libraries on chicken genome was analysed and a chromosome wide distribution map was created for all the miRNA reads. We observed differential distribution patterns of miRNAs in different libraries that correlated with the size of the chromosomes with some exceptions. chr 1 was found to harbors maximum number of miRNAs followed by chr 2, chr 3 and chr 4 respectively among the libraries (Fig 5). miRNAs were searched in mirBase database to identify conserved miRNAs across the six libraries.We found that 353 (33.4%) miRNAs were already known and 703 (66.6%) were novel microRNAs in our datasets(Fig 6A). 

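Chromosome 1 carried the most miRNA loci in each of the 6 libraries. Summed over the libraries it had 168 listed loci, 77 of known miRNAs and 91 of NSSCs. In these sums a locus listed in several libraries counts once in each. Chromosomes 2, 3 and 4 followed with 121, 110 and 101 loci, and the Z chromosome came next with 63. Chromosomes 1 to 4 stood in this order on days 6 and 10, and chromosome 3 was ahead of chromosome 2 on days 8 and 12. On days 4 and 14 the small chromosome 17 was among the first 3, with 4 and 6 loci, while chromosome 4 was tied with several others at 3 loci and chromosome 3 held 0 and 1. Chromosome 17 carries a miR-181 locus from 10218520 to 10218542, and chromosome 12 carries a let-7 locus from 6302556 to 6302577. The loci on chromosomes 1 to 4 made up 37.0% of all loci on day 14 and 44.3% on day 12, the lowest and the highest share. Across the 29 chromosomes the number of loci was related to the length of the chromosome (Spearman's rho 0.821, Pearson's r 0.954, each with p = 1e-05 in a two-sided permutation test, the smallest p that 100000 resamples can give, adjusted p = 2.25e-05 and p = 1.29e-05 over 9 relations by Benjamini-Hochberg). The rank relation did not pass the test on day 4 (rho 0.293, p = 0.123, permutation test) or on day 14 (rho 0.302, p = 0.11, permutation test), with an adjusted p = 0.123 for both, although Pearson's r was 0.658 and 0.659 there (adjusted p = 0.00161 and p = 0.00179, permutation test). For the loci of NSSCs alone rho was 0.906, and for the loci of known miRNAs alone it was 0.599. With each distinct sequence counted once per chromosome over all libraries rho was 0.873. Chromosomes are not independent replicates. The length was taken as the largest end coordinate of a listed miRNA, a lower bound that grows with the number of loci, so the 2 measures are tied in part by construction. With the length from known miRNAs and the loci of NSSCs outside known hairpins, a setting chosen after the data were seen in which no sequence enters both measures, rho was 0.919 over 27 chromosomes.

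**Figure D1:**
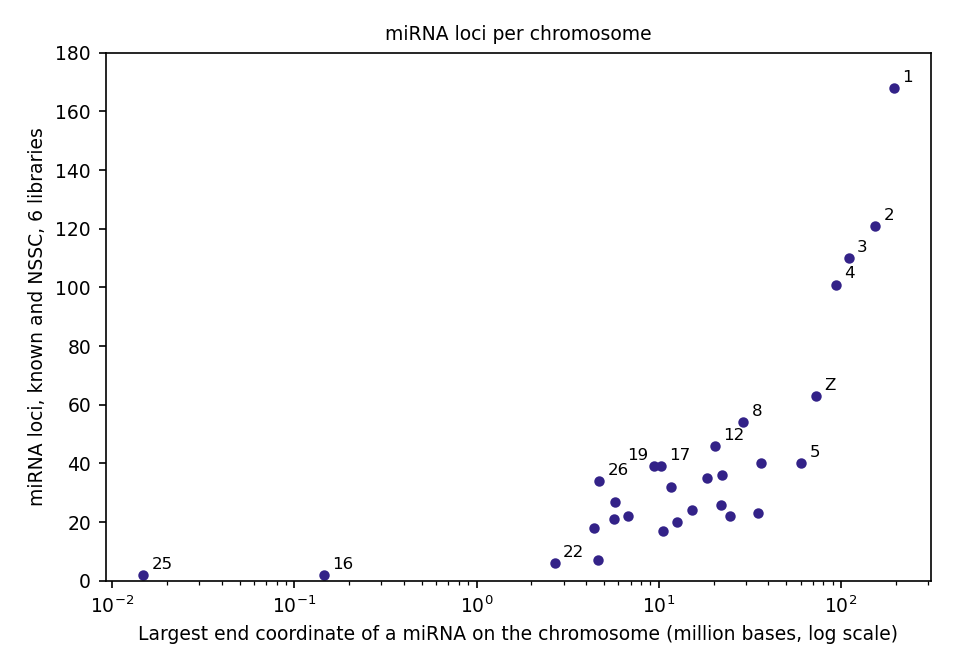
miRNA loci of the 6 libraries (vertical axis) against the largest end coordinate of a miRNA on each chromosome in Mb (horizontal axis, log scale). Each point is 1 of 29 chromosomes, and chromosomes 1 to 4 have between 101 and 168 listed loci each. A locus listed in several libraries counts once in each.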

Maximum microRNA population was found to be expressed on 10^th^ day of developing chicken heart (CHL4), whereas, the early (CHL1) and late developing stage (CHL6) had least number of expressed microRNAs suggesting differential involvement and spatio-temporal expression of miRNAs and their possible targets.

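Day 10 listed the most miRNAs, 430 distinct sequences of which 354 were NSSCs, and days 4 and 14 the fewest, with 38 and 46. Day 6 listed 170 sequences, day 8 listed 142 and day 12 listed 276. The NSSCs among them numbered 4 on day 4, 58 on day 6, 91 on day 8, 153 on day 12 and 5 on day 14. The most abundant NSSCs of day 10 lay on the mature arms of miR-10 (8045 reads) and miR-21 (7482 reads), a miRNA known from growing and injured hearts. Most of the others were rare, and 292 NSSCs of day 10 lay outside known hairpins and had fewer than 6 reads. With at least 6 reads, a setting chosen after the data were seen, day 10 kept 56 NSSCs and came after days 12, 8 and 6. With at least 10 reads day 8 had the most NSSCs, 73, followed by day 12 with 49 and day 10 with 44. The number of known miRNAs and NSSCs together was not shown to follow the clean reads (Pearson's r 0.260, exact permutation p = 0.65, Spearman's rho 0.200, exact permutation p = 0.714, n = 6, two-sided, adjusted p = 0.694 and p = 0.714 over 4 relations), and r was -0.214 without the 2 libraries farthest from the median depth. From the maximum on day 10 and the low numbers on days 4 and 14, the paper proposes that miRNAs and their targets take part differently at different times.

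**Figure D2:**
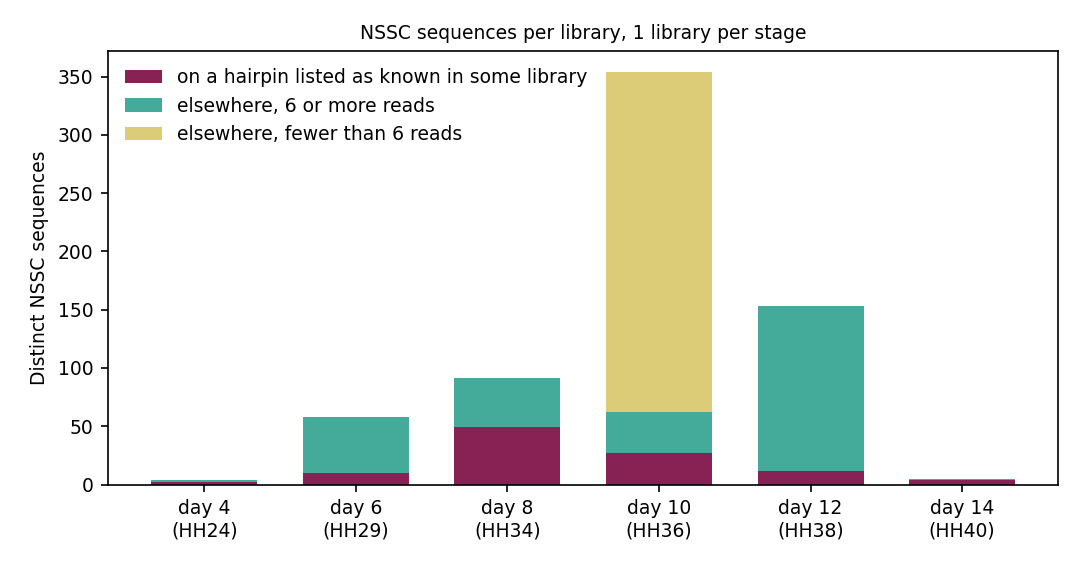
Distinct NSSC sequences (vertical axis) in the library of each stage (horizontal axis), split into those on a hairpin listed as known in some library and those elsewhere with 6 or more or with fewer than 6 reads. On day 10, 292 of the sequences fall in the last class, which is empty on the other days.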

**Fig 5:**
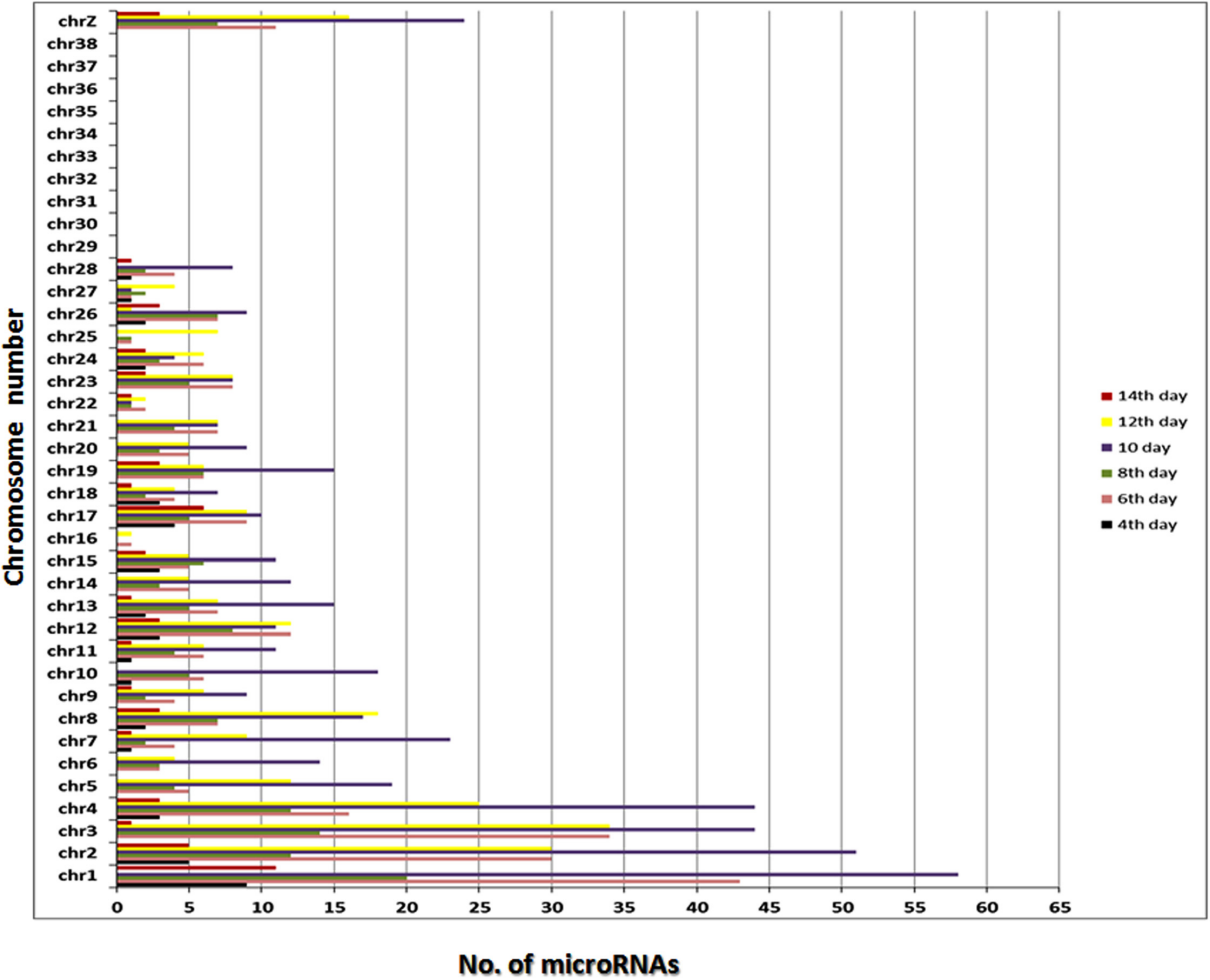
Chromosomal distribution of cardiac specific microRNAs. miRNA precursor sequences from all libraries were searched extensively in miRBase to find their location in different chicken chromosomes. The histogram depicts the variations in the distribution of miRNAs in different chromosomes of *Gallus gallus* among the libraries.

**Fig 6:**
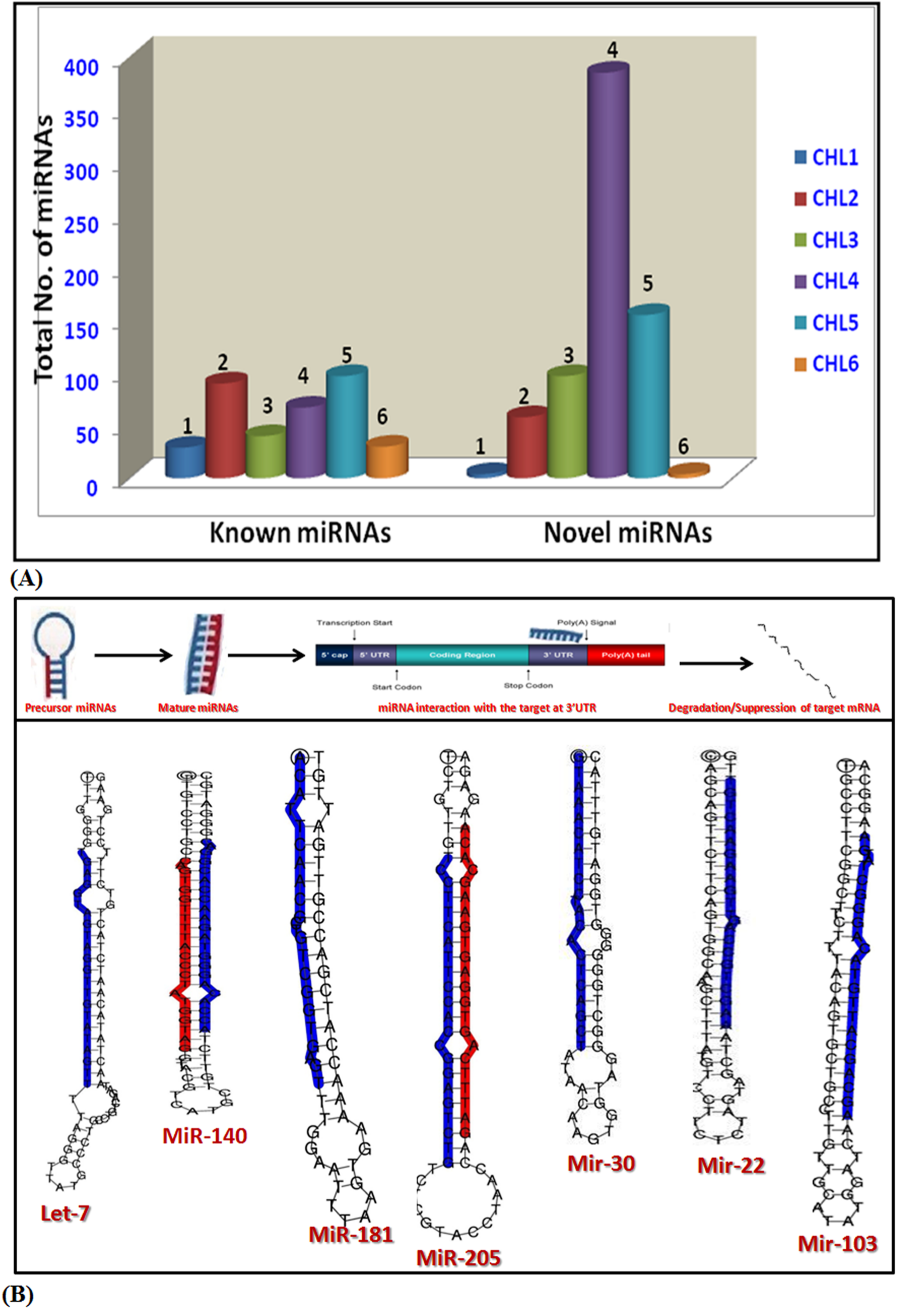
Characterization of microRNA sequences. **(A).** Identification of microRNAs. Extracted miRNAs and their precursor sequences from all the libraries were compared with the mature chicken miRNAs of miRBase 19.0 allowing zero mismatches. Consequently known and novel microRNAs were obtained from all the stage specific cardiac libraries. Histogram shows the variation in the total number of microRNAs among the libraries. **(B).** Precursor structure of cardiac specific microRNAs. Precursors of all the known and novel miRNAs were predicted by analysing the typical stem–loop structure in the flanking regions of miRNA genes. Folded structures of precursors of seven conserved microRNAs identified in all six libraries are shown for representation.

The detection of novel miRNAs in our study raised the number of unique miRNAs in literature from 791 to 1494. Out of total miRNAs identified, a total of 32.7% were known miRNAs (termed DCmirs) which displayed differential expression and 0.6% were conserved known microRNAs (termed CCmirs). 

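Of 124 families of known miRNAs, 7 were listed at every stage, let-7, a regulator of developmental timing, miR-140, a miRNA of cartilage, miR-181, miR-30, miR-205, a miRNA of epithelia, miR-103, which lies in introns of pantothenate kinase genes and was counted with miR-107, and miR-22. Another 16 families were in 5 libraries, 18 in 4, 21 in 3, 23 in 2 and 39 in 1 library. Random lists of the same sizes shared 0.563 families on average and no more than 4 in 10000 draws. These draws gave each family the same chance whatever its abundance, so abundant families alone could exceed them. miR-22 lies on chromosome 19 from 5352113 to 5352134 and was listed as AAGCTGCCAGTTGAAGAACTGT, except on day 10, where it was listed as AAGCTGCCAGTTGAAGAACTG. miR-140 lies on chromosome 11 from 21030701 to 21030722 and was listed as ACCACAGGGTAGAACCACGGAC on days 4, 6, 12 and 14, as a sequence of 23 nt on day 8 and as a sequence of 21 nt on day 10. By exact sequence 0 miRNAs were in all 6 libraries. When NSSCs on the mature arm of a known hairpin were counted with its family, a setting chosen after the data were seen, 15 families were in all 6 libraries, among them miR-10, miR-21, miR-26 and miR-148.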

Seven well known miRNAs namely let–7, miR–140, miR–181, miR–30, miR–205, miR–103 and miR–22 have been found to be conserved in all the stages of chick heart development as well as conserved among model organisms including fly, human, chicken, rat and mouse.These seven conserved miRNAsvery well correlates with the developmental stages and listed in GEISHA, a chicken embryo gene expression database and are predominantly enriched in cardiac and skeletal muscle tissues during the development.Our deep sequencing-based genome and transcriptome analysis confirmed the presence of unique miRNA sequences in all the libraries (data not shown). About 66.5% of total dataset identified in our study was unique and not reported earlier, therefore categorized as novel stage specific cardiomiRs (NSSCs). 

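The most abundant NSSCs lay on hairpins of well known miRNAs. The sequence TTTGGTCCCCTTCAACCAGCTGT on chromosome 2 from 105670370 to 105670392 covers the mature arm of miR-133, a miRNA of heart and skeletal muscle, and had 3634 reads on day 6, 140274 reads on day 8 and 75831 reads on day 12. The sequence TAGCTTATCAGACTGATGTTGAC on chromosome 19 from 7322089 to 7322111 covers the mature arm of miR-21 and had 523 reads on day 4, 12837 reads on day 6 and 46568 reads on day 8. On day 8 the list of known miRNAs held no miR-10, and the list of NSSCs held ACCCTGTAGAACCGAATTTGTGT on its mature arm, with 59568 reads. In all, 53.8% of the NSSCs of day 8 overlapped a hairpin that was listed as known in some library, against 7.63% on day 10, 7.84% on day 12 and 17.2% on day 6. On days 4 and 14 these were 2 of 4 and 4 of 5 sequences. Such sequences took between 83.7% (day 14) and 96.0% (days 4 and 12) of the reads of NSSCs in a library. Of the sequences outside known hairpins, TTGACTTCAGTAGGAGCAGGATT on chromosome 3 from 76659806 to 76659828 was found in 3 libraries, with 368 reads on day 6, 1276 reads on day 8 and 784 reads on day 12. Over the libraries 546 NSSCs were found at 1 stage only, 44 at 2 stages and 10 at 3 or more.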

The unique sequences of NSSCs from each library were aligned with the chicken genome and transcriptome. 

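The hairpins of NSSCs were richer in GC than those of known miRNAs in 5 of 6 libraries, and their folding energy was lower in 1 of 6. On day 6 the mean GC of the hairpin was 59.0 ± 14.4% for NSSCs and 47.3 ± 7.21% for known miRNAs (SD, n = 58 and 112 sequences, adjusted p = 3e-05, permutation test). The difference was 6.21 percentage points on day 8, 6.61 on day 10, 7.79 on day 12 and 13.1 on day 4 (adjusted p = 0.000675, p = 4e-05, p = 3e-05 and p = 0.037, permutation test, exact on day 4). On day 14 it was 5.45 points and did not pass (adjusted p = 0.135, exact permutation test). The mean energy on day 6 was -35.2 kcal/mol for NSSCs and -31.0 kcal/mol for known miRNAs (adjusted p = 0.00396, permutation test), and no other library passed the threshold. The NSSC on the arm of miR-21 has a hairpin of -37.9 kcal/mol with 47.2% GC, while GCCGCCCCCCGTCCCGAGCGCCC on chromosome 1, the next most abundant NSSC of day 4 with 16 reads, has a hairpin of -56.4 kcal/mol with 91.8% GC. All NSSCs were between 18 and 30 nt long, 643 had an energy of -18 kcal/mol or lower and 22 did not, and a star strand was listed for 78. Among the 22 was ATGACCTATGAATTGACAGACT on the mature arm of miR-215, listed at -16 kcal/mol on days 12 and 14 and at -26.5 kcal/mol on day 6. The tests were two-sided over the sequences of a library and adjusted by Benjamini-Hochberg over the 6 libraries, and for the energy per nucleotide of hairpin 3 libraries passed (days 4, 6 and 10, adjusted p = 0.0308, p = 6e-05 and p = 0.0308, permutation test). It was lower for NSSCs on days 4 and 6 and higher on day 10, at -0.435 against -0.471 kcal/mol per nt. The size of bulges was not analysed here.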

Following parameters were used to qualify a miRNA as unique or novel in nature: *(i)* sequences length should be of 18 to 30nt, *(ii)* Upto 18 kcal/mol was allowed as maximum free energy to identify miRNA precursor, *(iii)* maximum space between miRNAs and miRNAs* was 35nt, *(iv)* maximum bulge of miRNA and miRNA* was 4 and *(v)* secondary folded structure of the potential miRNAs precursors predicted by microRNAfold using MFE RNA structure prediction algorithm.All the unique miRNA sequences fulfilled these conditions and were considered as bonafide novel miRNAs. Thereafter, folded hairpin loop structures were checked for all three classes namely CCmirs, DCmirs and NSSCmirs (Fig 6B). We performed the expression analysis of CCmirs which revealed stage specific modulation of cardiac microRNAs (Fig 7A). 

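The 7 families reached their highest levels at different stages. let-7 was highest on day 12 at 25125 RPM, where the largest member was TGAGGTAGTAGGTTGTATAGTT on chromosome 1 with 11140 RPM, and stood at 8743 RPM on day 10. miR-22, a miRNA abundant in heart muscle, was also highest on day 12, at 11790 RPM. miR-181 was highest on day 8 at 86088 RPM, against 7155 RPM on day 12. miR-140 was highest on day 14, at 9247 RPM from 2111 reads, and miR-205 on day 6, at 847 RPM. miR-103 with miR-107 was highest on day 8 at 5556 RPM, although scaled to the clean reads it was highest on day 6. The stage of the highest level did not change for let-7, miR-22, miR-181, miR-140 and miR-205 when the level was taken as the share of known reads, the highest member or the reads scaled to the clean reads. For miR-140 the last of these rests on the clean reads of day 14, for which the paper's number and percent do not match. All of these scales use the same known lists, which held mostly sequences of 23 nt on day 8, 21 nt on day 10 and 22 nt on day 14. The high levels of miR-181 and miR-103 on day 8 and of miR-140 on day 14 thus cannot be separated from the length of the listed sequences. The same limit applies to low levels on these days. The RPM of each family differed by a factor of at least 130 between its highest and its lowest stage, and the share of known reads by a factor of at least 29.5. The real time PCR measurements were not analysed here.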

CHL1 had least expression of all seven CCmirs. Specifically, miR–30 expression studies revealed an increased expression during heart development (CHL1-CHL4) but it was reduced in fully grown heart (CHL5) and had least expression in CHL6, where heart attained its adult phenotype. This data suggested that miR–30 can serve a potential regulator of fetal cardiac gene program. 

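Of the 7 families 6 had their lowest RPM on day 4. These were miR-205 at 4.65 RPM, miR-30, miR-103 with miR-107 at 42.6 RPM, miR-140 at 55.9 RPM, miR-22 at 64.1 RPM and miR-181 at 68.0 RPM. let-7 stood at 76.3 RPM on day 4 and at 72.1 RPM on day 8, its lowest value, a log2 ratio of -0.08 whose 95% interval of the counts (-0.32 to 0.16) includes 0. With the NSSCs on let-7 arms added, a setting chosen after the data were seen, let-7 reached 2165 RPM on day 8 and all 7 families were lowest on day 4. The counts behind the day 4 values ran from 13 reads for miR-205 to 213 reads for let-7. As shares of the reads of known miRNAs, 0 of the 7 families were lowest on day 4. miR-140, miR-181, miR-30 and miR-205 then had their lowest share on day 10, let-7 and miR-22 on day 8 (0.0479% and 0.14%) and miR-103 with miR-107 on day 14 (0.0940%).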

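miR-30, a family that restrains connective tissue growth factor in the heart, was highest on days 6, 8 and 12, at 19760, 18705 and 16792 RPM. It was low on day 10 at 412 RPM, on day 14 at 223 RPM and on day 4 at 8.59 RPM. The day 10 list of NSSCs also held TTTCAGTCGGATGTTTGCAGC and TTTCAGTCGGATGTTTACAGC on miR-30 hairpins, with 824 and 681 RPM, and with NSSCs anywhere on known hairpins counted, a setting chosen after the data were seen, miR-30 had 1918 RPM on day 10. From day 8 to day 10 the log2 ratio was -5.50 (95% interval of the counts -5.58 to -5.43), and from day 10 to day 12 it was 5.35. As a share of known reads the log2 ratio from day 8 to day 10 was -7.25, and with the highest member alone it was -5.37, and with the NSSCs on hairpins it was -3.29. On day 8 the largest member was TGTAAACATCCCCGACTGGAAGC on chromosome 2 from 148337299 to 148337321, at 7630 RPM. On day 10 the largest known member came from the opposite arm of the same hairpin, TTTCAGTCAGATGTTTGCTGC with 184 RPM, and the members with GACTGGAAG were not listed. These had 22 to 24 nt at the other stages, while 71 of the 76 known sequences of day 10 have 21 nt, so the low level on day 10 cannot be separated from the length of the listed sequences. From day 12 to day 14 the log2 ratio was -6.23, with 51 reads on day 14, where 38 of the 41 known sequences have 22 nt, while the 2 largest members of day 12 have 24 nt (305333 and 227037 reads), so the same limit applies. From an increase of miR-30 up to day 10 and lower levels on days 12 and 14, the paper proposes that it regulates the fetal cardiac gene program.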

Heat maps were also generated for all the known and novel microRNAs in all six stages of heart development to observe their expression (Fig 7B, S2 and S3 Figs).

**Fig 7:**
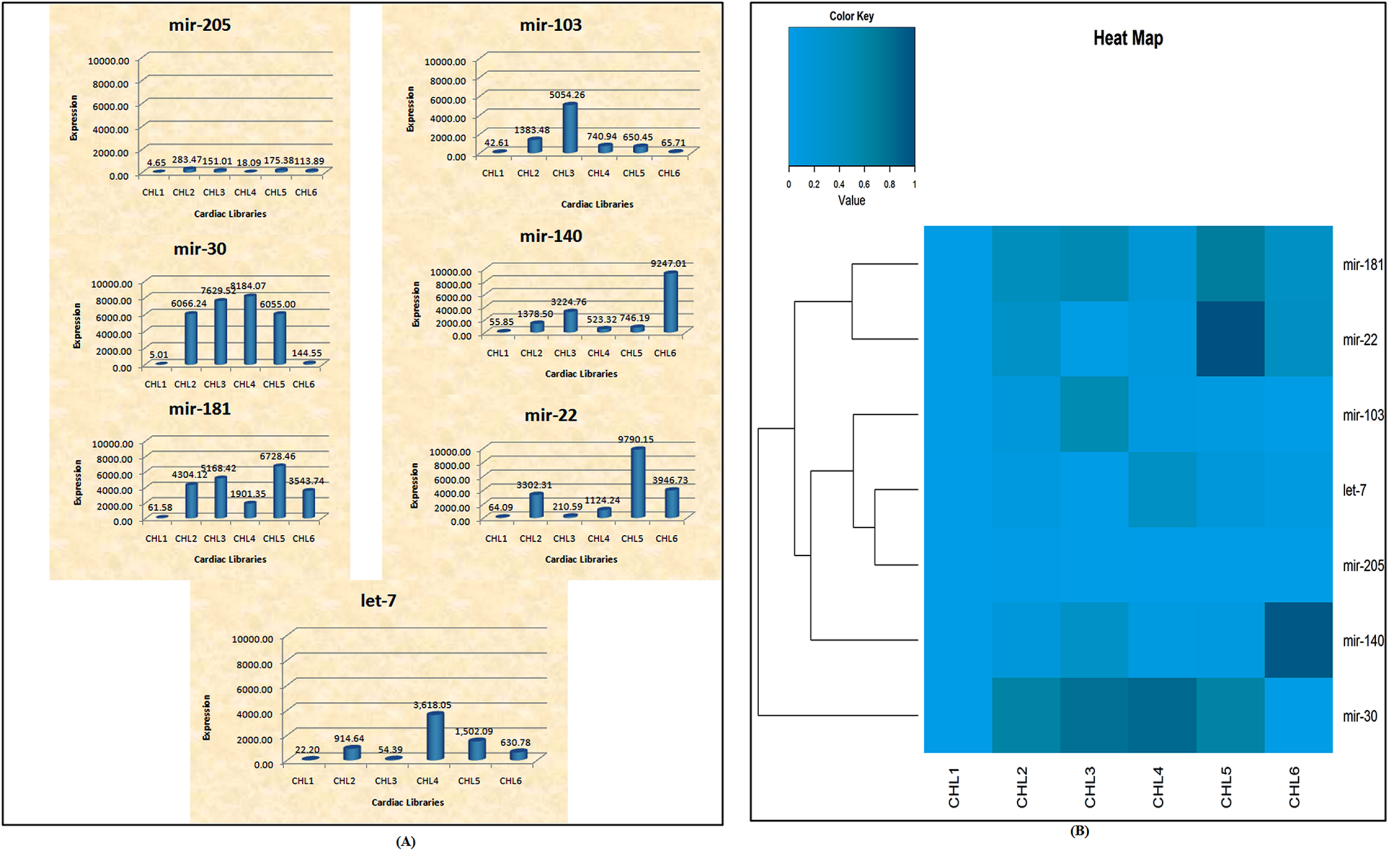
Expression analysis of conserved microRNAs in all six libraries. **(A).** Real time PCR studies: the relative abundance/expression of seven conserved microRNAs (3D view). **(B).** Heat maps of microRNAs expression profiles. Fold change of seven microRNAs that were conserved among the libraries based on deep sequencing data. Box represents the color coding of the heat map with the numbers indicating relative signal intensity.

### Prediction of cardiac microRNA specific targets

To assess the biological meaning of the chicken cardiac miRNAs and their target genes, we examined representation of GO terms in the whole set of target genes and within each of the six libraries. We predicted the potential targets and estimated interspecies conservation of known and novel miRNA sequences using Pic Tar, Target Scan and miRanda algorithm.

In our work, we found several targets for different miRNA families spread across various libraries. In Fig 8A, the frequency of known miRNAs showed a 3.5 fold difference between 4^th^ day and 12^th^ day of heart development. 

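The list of known miRNAs held 27 miRBase names on day 4 and 95 on day 12, a ratio of 3.52. Day 6 had 88 names, day 10 had 66, day 8 had 39 and day 14 had 30. Families in the known list of day 12 and not in that of day 4 include miR-133, at 468 RPM in the list of day 12, and miR-29, a regulator of collagen genes, at 127 RPM. Days 6 and 12, the 2 longest lists, shared 74 families, 69.2% of all families found in either library and the highest such share. As a percentage of the shorter list days 12 and 14 came first with 93.3%, and days 6 and 12 had 85.1%. Of the families of day 4, 25 were also listed on day 12. The number of names did not pass a test against the clean reads (Pearson's r 0.214, exact permutation p = 0.651, Spearman's rho 0.314, exact permutation p = 0.564, n = 6, two-sided, adjusted p = 0.694 and p = 0.714 over 4 relations), and r was -0.772 without the 2 libraries farthest from the median depth. Against the reads behind the RPM values, a setting chosen after the data were seen, r was 0.735 (exact permutation p = 0.0111, rho 0.886, exact permutation p = 0.0333), which did not pass after adjustment over the 7 relations run (adjusted p = 0.0778 and p = 0.233), and r was 0.331 without the 2 libraries farthest from the median.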

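The list of predicted targets was longest on day 14, with 840 distinct names, 1.36 times the number on day 4. Day 8 had 691 targets, day 6 had 547, day 10 had 535 and day 12 had 514. miR-16, a miRNA that restrains the cell cycle, was among the miRNAs with targets on days 8 and 14 only, and its 321 pairs in each are the largest number that the paper's S2 Table gives for any miRNA. It was listed as known on days 6, 12 and 14, so of the days with targets only day 14 had it in the known list. On day 8 it was listed only as an NSSC on its mature arm, with 5635 reads. let-7a and let-7j, whose mature sequences are alike, were among the 10 miRNAs with targets in every library. The relation of the number of targets to the number of known miRNAs was negative and did not pass the test (Pearson's r -0.769, exact permutation p = 0.0667, adjusted p = 0.267, Spearman's rho -0.771, exact permutation p = 0.103, adjusted p = 0.411, n = 6, two-sided, 4 relations). Each target list covers 10 miRNAs, however many were known. The number of targets therefore depends on which 10 were chosen, and the test cannot decide whether it follows the known miRNAs. Without the 2 libraries farthest from the median number of known miRNAs r was -0.661.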

Whereas, there was 1.5 fold difference in number of targets corresponding to known miRNAs on 4^th^ day and 14^th^ day suggesting weak/strong correlation.

**Fig 8:**
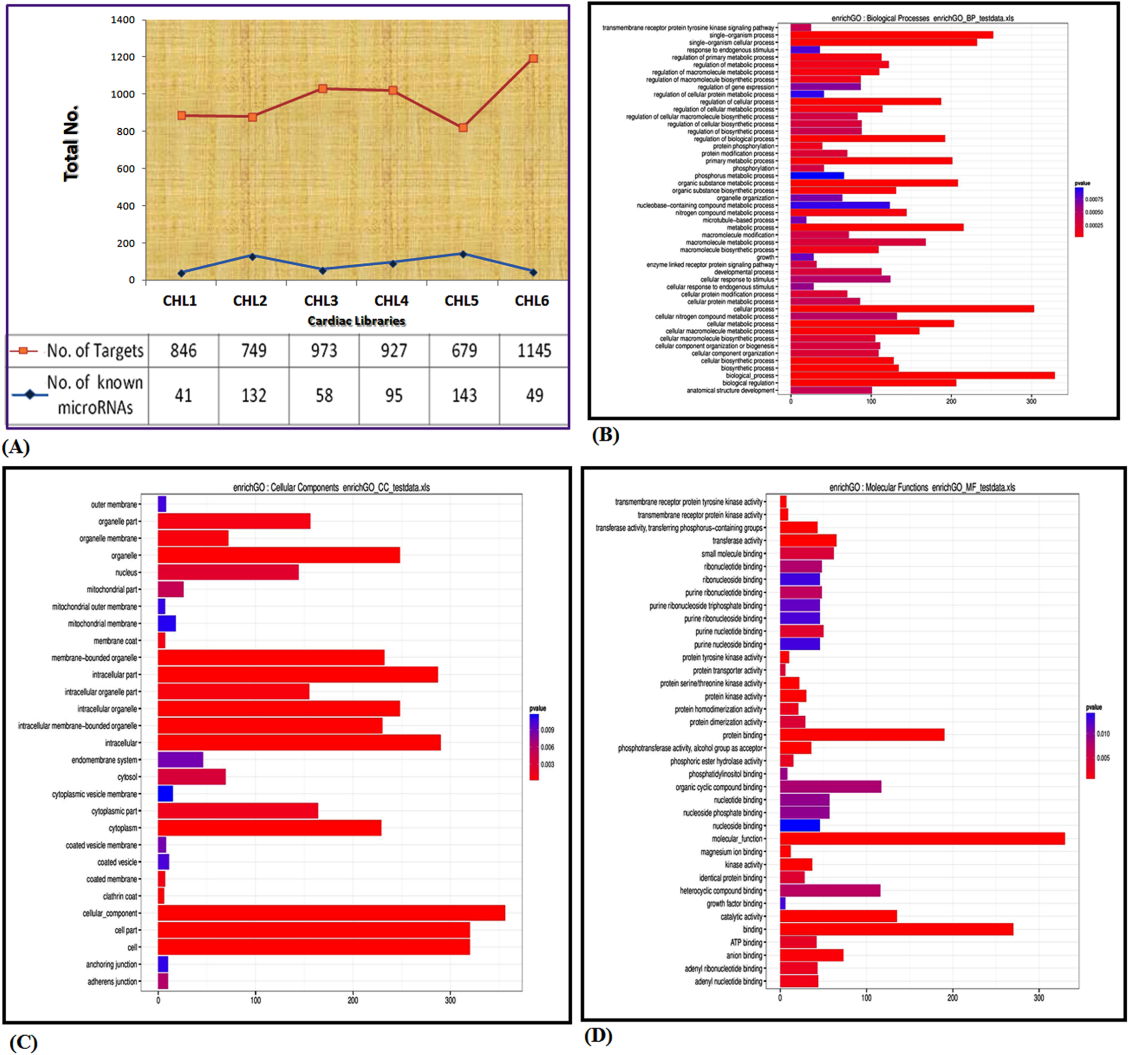
Characterization of targets. **(A).** Prediction of microRNA targets. Figure represents the total number of microRNAs (blue trend line) and their targets (red trend line) in all six stage specific cardiac libraries. **(B).** Gene ontology studies for *biological processes* annotation of predicted target genes of total microRNAs **(C).** Gene ontology studies for *cellular components* **(D).** Gene ontology studies for *molecular functions*. (CHL4 was taken as a representative candidate heart library).

The target mRNAs from all six libraries were subjected to GO analysis (S2 Table). For example, we predicted 619 gene targets for differentially expressed miRNAs obtained from CHL1 library. 

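The same miRNAs, scores and energies appear in the paper's S2 Table and in the deposited target lists, but beside other target names. Of 3745 deposited lines, 3741 have their miRNA, score and energy in S2 Table for the same library, and 73 of these carry the target that S2 Table gives. In S2 Table 1677 pairs of a miRNA and a target occur in 2 or more libraries and 0 of them differ in score or energy. In the deposited lists 289 pairs occur in 2 or more libraries and 267 of them differ. The scores that the paper's S2 Table gives run from 141 to 761, and its energies from -20.01 to -75.87 kcal/mol. For this reason target names were counted from the deposited lists, while pairs such as miR-16 with TBX5 and their scores are given as the paper's S2 Table lists them.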

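The deposited list of day 4 held 618 distinct target names, 617 of which are also in the paper's S2 Table for that library. Its 10 miRNAs include miR-103, with 165 pairs in the paper's S2 Table, miR-20b, a member of the miR-17-92 related clusters, with 120, miR-27b with 108 and miR-181a-5p with 106. miR-204 and miR-211, which share a seed, have 101 pairs each. The smallest numbers are those of miR-9-5p, a neural miRNA, with 40 pairs and miR-196, a HOX cluster miRNA, with 22. miR-10 and miR-26, the most abundant known miRNAs of the day 4 library, are not among the 10 miRNAs for which targets were listed.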

Functions of 60% of predicted gene targets of differentially expressed miRNAs were mapped to cardiac system. There was 130 fold enrichment of growth & development related GO terms such as system development, morphogenesis, organ development, cell differentiation, cell growth, regulation of growth, embryonic development, regulation of development and pattern specification. Similarly, we found over 400 target gene families for miRNAs belonging to CHL4 and 80% of these genes were present in first sub-category, *biological process*. Out of these, 111 genes (33.73%) were found in cellular component organization & biogenesis, 87 genes in regulation of gene expression (26.44%), 70 genes in protein modification process (21.27%), 29 genes in embryo development (8.8%), 10 fibroblast growth factor receptor signaling pathways (3.03%) and many other biological process (Fig 8B, S3 Table). The second sub-category, *cellular process* includes 86.82% dataset of target genes in which 248 (69.66%) genes were predicted to be included in intracellular organelle, 232 (65.1%) genes in membrane bound organelle and 26 (7.30%) genes in mitochondrial membrane (Fig 8C, S4 Table). 

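Of the 26 genes that the paper's S4 Table places in the mitochondrial part, 24 were in the deposited target list of day 10. They include TFAM, a transcription factor of mitochondrial DNA, NDUFAF6, an assembly factor of respiratory complex I, and PHB, a protein of the inner membrane. CYCS, which encodes cytochrome c, and PDP1 were not in the deposited list. The term mitochondrial membrane has 18 genes in that table, 17 of which were in the deposited list. The 10 genes of the adherens junction, among them TJP1 and PTPRM, were all in the deposited list. Over the 13 of 29 terms whose genes are complete in the form used here, 75 of 83 genes were deposited targets of day 10. Genes of the larger terms, such as intracellular organelle, were not analysed here.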

The third sub-category, *molecular function* includes 80.48% of target genes, out of which 190 genes were involved in protein binding (57.05%), 135 genes in catalytic activity (40.90%), 84 gene in protein kinase activity (25.40%) and 57 genes in nucleotide binding (17.27%) (Fig 8D, S5 Table). Similarly, we performed GO analysis for remaining libraries also (data not shown).To understand the heart specific expression of predicted targets, we searched the targets in reported literature as well as in Gencard, a database for all known and predicted human genes where microarray and illumina platform based embryonic tissue specific expression data is listedand found significant enrichment of heart and development related target genes strengthening the concept of involvement of miRNAs-mRNAs/targets for coordinating heart development (S4 Fig, S6 Table).We attempted to predict metabolic pathway enrichment using *KAAS* tool (http://www.genome.jp/tools/kaas) and observed overrepresentation of 11 pathways (Fig 9A, S7 Table). 

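The paper's S5 Table gives 30 genes for protein kinase activity, and 29 of them, all but CDK11B, were in the deposited target list of day 10. Among them are the receptors EGFR and FGFR1, the kinase MAP2K2 of the MAPK pathway and CDK6, a kinase of the cell cycle. Of the 57 genes that the table gives for nucleotide binding, 56 were deposited targets. The 6 genes of growth factor binding, with ENG, a receptor of endothelial cells, and LTBP1, were all in the deposited list. Over the 30 of 38 terms with complete genes, 108 of 118 genes were deposited targets, or 91.5%.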

The molecules and pathways were involved in muscle development, fibroblast contraction, cardiac muscle contraction, adrenergic signaling in cardiomyocytes, and vascular smooth muscle contraction. Interestingly, most of the pathways have been shown to be involved in the growth and developmental processes, including the skeletal muscle development. For example, in the top five enriched pathways, the MAPK pathway was present which can regulate a wide variety of cellular functions, including cell proliferation, differentiation, and stress response. We also observed the presence of apoptotic pathway, which is known to play a central role in controlling embryonic development in different organisms ranging from chicken to human. Further, recent studies show that apoptosis signaling induces myoblast differentiation and regulate myocardial stress responses. Interestingly, a substantial fraction of transcriptional regulators were targeted by microRNAs obtained in our study. Many pro and anti-hypertrophic cardiac transcription factors (TFs) such as GATA4, MEF2, NKx2.5 and SRF etc. were the targets of cardiac specific microRNAs (Fig 9B), suggesting the combinatorial interaction of miRNAs-TFs in regulation of cardiac fetal gene programs.

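None of the cardiac transcription factors GATA4, GATA6, NKX2-5, MEF2, SRF, HAND, FOXO, NFKB, YY1 and MITF was among the predicted targets of any library. The search covered the gene symbols and their synonyms, and gave 0 of 10 factors in the deposited lists and 0 of 10 in the paper's S2 Table. GATAD1, a zinc finger protein with a GATA domain, was listed on days 4 and 8, and the paper's S2 Table pairs it with miR-204 and miR-211. Of the target names 33.7% are protein entry names of chicken rather than gene symbols, and these were searched too. The lists cover 10 miRNAs per library, so pairs of other miRNAs, such as miR-23 or miR-199, were not analysed here. The paper proposes that miRNAs and transcription factors act in combination on the cardiac fetal gene programs.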

**Fig 9:**
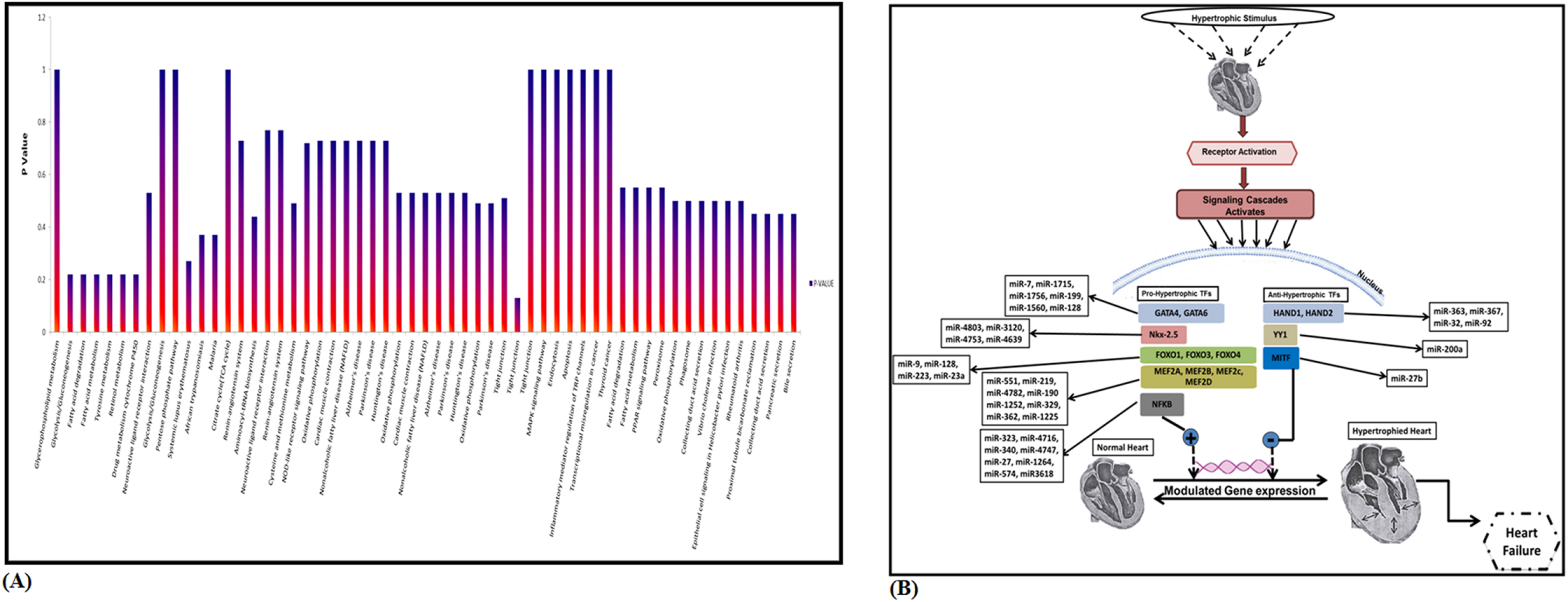
Pathway involvement. **(A).** KEGG pathway enrichment analysis of cardiac specific target genes identified in Cardiac library (CHL4 as representative candidate library). Only significantly KEGG functional categories (p < 0.05) were depicted according to their p-value. **(B).** miRNAs-transcription factor interactions. Hypertrophic stimulus leads to activation of multiple signalling pathways which converge on to a common program targeting the activity of cardiac transcription factors and reactivation/modulation of fetal/cardiac gene program in the nucleus which manifest finally as the hypertrophic phenotype. Figure represents that both pro and anti-hypertrophic TFs were targeted by known miRNAs identified in all six libraries.

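The 30 genes named in the paper's table of pathways were all in the deposited target list of day 10. CHUK, a kinase that activates NF-kB, stands in 3 pathway lines of tight junction. The paper's table gives p = 0.13 for the line with CHUK, PSTPIP1 and TAB1, which is the smallest p of its 57 lines. The lines for MAPK signaling and for apoptosis each rest on GNAI1 and PLK1, with p = 1 in the paper's table. Cardiac muscle contraction is listed with the single genes TNR and ICOSLG (p = 0.73 and p = 0.53 in the paper's table). The enrichment itself was not recomputed here.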

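Of the 34 miRNA numbers in Fig 9B, 11 were in the known list of at least 1 library and 23 in none. The 11 are miR-7, miR-9, miR-23, miR-27, miR-32, miR-92, miR-128, miR-199, miR-200, miR-551 and miR-1756, and none of them was listed at every stage. miR-199, a miRNA of fibroblasts and smooth muscle, reached 20932 RPM on day 10, and miR-27 reached 11449 RPM on that day. The miR-199 sequence of day 10 is not the one listed on day 8, nor another length of it. miR-128 was highest on day 10 at 1921 RPM, miR-9 on day 8 at 838 RPM and miR-23 on day 12 at 424 RPM. The known lists of days 4, 6, 8, 10, 12 and 14 held 4, 8, 5, 8, 9 and 3 of the 11. miR-223, miR-219, miR-190 and miR-340 are among the 23 that were not listed.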

## Discussion

Our study demonstrates utility of combining next generation sequencing technology and experimental techniques with bioinformatics approaches to address several questions relevant to cardiac development and diseases. To our knowledge, this is the first study conducted to catalogue the complete set of microRNAs expressed during the heart development and differentiation.

Chicken is considered to be a model organism to study cardiac development and diseases due to extensive conservation of pathways and genes with humans [46]. The study is important owing to the fact that cardiogenesis requires delicate and controlled regulation of gene expression and defective regulation of fetal gene program may lead not only to congenital heart diseases, the most common birth defects but also many adult cardiac abnormalities which involve re-expression of fetal gene program and have developmental basis [47]. Cardiac hypertrophy and heart failure are the most common pathological responses to several cardiovascular diseases where fetal gene programming is believed to be the critical marker. Normally, fetal genes express during heart development, but are silenced after birth [48]. However, their expression is re-induced in the ventricular myocardium in response to cardiac stress. Thus, understanding the molecular mechanisms that govern the expression of fetal cardiac genes could lead to the discovery of novel regulators involved in both cardiac development and diseases. microRNAs in that regard, has emerged as critical regulators for the differentiation and growth of cardiac cells, and it is therefore reasonable to hypothesize that fetal miRNAs may play important roles in cardiac hypertrophy and heart failure [49]. Several miRNAs such as miR–1, miR–126, miR–133, miR–138, miR–208, miR–290 and miR–302 have emerged as critical regulators for the cardiac patterning, conduction system, cardiogenesis, angiogenesis, cardiac hypertrophy and heart failure [50].

In the present study, we constructed heart specific libraries instead of using whole embryo to identify microRNAs specific to cardiac development. This approach led to the identification of several known (353) as well as novel (703) microRNAs. Together with the previously reported set of total 791 known miRNAs from chicken [51], this brings the total number of miRNAs in the chicken to 1494. 

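The 6 lists of known miRNAs added up to 345 names, and the lists of NSSCs to 665 sequences, so that 34.2% of the total were known miRNAs and 65.8% NSSCs. Counted once over all stages there were 127 known names, with 230 distinct mature sequences, and 600 NSSCs. miR-1 and miR-208, which are characteristic of heart muscle, were in none of the lists of known miRNAs. miR-133 was listed as known in 5 libraries, from 102 reads on day 8 to 17548 reads on day 12. NSSCs on its mature arm held a further 140593 reads on day 8, and with them, a setting chosen after the data were seen, its RPM was highest on day 8. miR-206, a miRNA of skeletal muscle, was listed on days 6 and 12 only, with 164 and 341 reads. A miRNA listed at several stages enters the summed numbers once for each stage.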

Our study showed that more than 1000 microRNAs were found to be significantly involved in cardiac growth, development and differentiation. Majority of them are not annotated and many of these are unique and conserved to primate species. We observed both conserved as well as differentially expressed miRNAs in the cardiac tissues of various developmental stages. 

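Of the families of known miRNAs, 12 were found on day 10 only, 15 on day 12 only, 9 on day 6 only, 2 on day 8 only, 1 on day 14 only and 0 on day 4 only. The most abundant was miR-499, a cardiac myosin miRNA, with 712093 reads on day 10. It was listed with 21 nt, like 71 of the 76 known sequences of that day, while the lists of day 8 hold no sequence that short. miR-215, a miRNA of gut and kidney, and miR-221, a vascular miRNA, followed on day 10 with 697 and 542 reads. On day 12 these were miR-106, of the miR-17-92 related clusters, with 2457 reads and miR-155, a miRNA of white blood cells, with 1675 reads. miR-1729 and miR-1703 on day 8 and miR-455 on day 14, named after their values were seen, had 168, 6 and 16 reads. Random lists of the same sizes left 13.2 families in 1 library only on average and no more than 25 in 10000 draws, against 39 observed. The draws gave each family the same chance whatever its abundance, so they cannot tell stage-specific families from rare ones. Some families of day 10 had 2 to 5 reads, under the minimum of 6 that other lists keep. With at least 10 reads 31 families were at 1 stage only. With NSSCs on known mature arms counted, a setting chosen after the data were seen, 25 families remained at 1 stage, and miR-215 was then no longer specific to day 10. The lines of the 6 sheets of known miRNAs, which repeat a miRNA for each of its loci, added up to 516.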

Our results indicate that more than 500 known miRNAs showed differential and stage-specific expression. Relatively, few miRNAs were detected during early cardiogenesis. 

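Of the 5 families of the miR-17-92 related clusters found in any library, which are active in proliferating cells, 4 were listed on day 4, more than in 99.2% of 10000 random lists, with no adjustment over the lists. Both HOX cluster families, miR-10 and miR-196, were listed too. Of the 3 families of heart and skeletal muscle found in any library, miR-133, miR-206 and miR-499, 0 were listed on day 4, where 0.645 would be expected by chance and 48.0% of the random lists held 0. Of 6 neural families only miR-9 was listed, with 20 reads, where 1.30 would be expected, and of 5 families of liver, gut, kidney and pancreas 0, where 1.08 would be. The known miRNAs of day 4 rest on 17020 reads, against 7660483 on day 12, so a family with few reads could stay under the minimum of the list. Day 4 had 25161079 clean reads, and the listed sequences made up 0.0698% of them. The random lists take no account of abundance.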

Our data is in agreement with previously reported miRNAs in context of heart development, further suggesting the role of microRNAs towards the formation of complex heart having numerous cell types and differential expression of specific set of genes. It may be hypothesized that during the heart development and diseases, the differentially expressed miRNAs may regulate both the spatial-temporal expression of genes and levels of the target mRNA expression, asdemonstrated previously in few studies [52]. Alsoone of the potential biological applications of this unique expression pattern of miRNAs would be contribution to understanding of heart development. On 4^th^ day of chick heart development- atrial septation leads to obliteration of the interatrial communicationand cardiac looping processing occurs. Further, on 5^th^ day formation of coronary vasculature and epicardium begins. Therefore, we can suggest that presence of high expression of miR–26, miR–10 as well as miR–92 seems to be important in anatomical orchestration of chicken heart. 

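On day 4 miR-10 made up 83.2% of the reads of known miRNAs (95% Wilson interval 82.6 to 83.8), at 5070 RPM. miR-26, which is expressed in many differentiated tissues, made up 6.01% (5.66 to 6.38), at 366 RPM. miR-92, a member of the miR-17-92 cluster, made up 2.57% (2.35 to 2.82), at 157 RPM. The next families were let-7 with 1.25% and miR-181 with 1.12%. The 4 families that the paper names for days 4 and 6, miR-26, miR-10, miR-92 and miR-30, took 91.9% of the reads of known miRNAs on day 4, 83.9% on day 6, 12.4% on day 8, 0.917% on day 10, 36.5% on day 12 and 53.1% on day 14. With NSSCs on known mature arms counted, a setting chosen after the data were seen, the sum of the 4 families on day 8 was 36653 RPM, above that of the known list (miR-30 alone), and on day 10 it was 6993 RPM against 4646 RPM, or 8498 RPM with NSSCs anywhere on known hairpins.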

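miR-10 remained the most abundant known miRNA on day 6, with 73.1% of the reads of known miRNAs and 259965 RPM. miR-30 came second with 5.56%, then miR-148 with 3.98% and 14159 RPM. miR-92 made up 2.72%, at 9682 RPM, and miR-26 made up 2.52%, at 8949 RPM. As shares of known reads miR-30 was higher on day 6 than on day 4, where it had 0.141%, while miR-10 and miR-26 had smaller shares on day 6 than on day 4. The Wilson intervals of miR-92 overlapped between the days (2.71 to 2.74% on day 6). These 4 families together had 298357 RPM on day 6 and 5602 RPM on day 4.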

The 6^th^ day is marked by the formation of ventricle septation and valve development which could be correlated with increased expression of miR–30, miR–92, mir–10 and mir–26. The 8^th^ day is characterised with development activities namely completion of ventricular septation, outflow tract septation, coronary vasculature developments, endocardial cushions, myocardial proliferations cardiac innervations and presence of apoptotic cells around branch point of great vessels. 

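On day 8 miR-181, a miRNA of lymphoid and muscle differentiation, made up 57.1% of the reads of known miRNAs (95% Wilson interval 57.0 to 57.2). miR-30 followed with 12.4%, miR-146, a miRNA of the immune response, with 5.54% and 8349 RPM, miR-454 with 4.84% and 7295 RPM, and miR-301 with 3.96% and 5961 RPM. miR-103 with miR-107 made up 3.69% and miR-140 made up 2.14%. These shares leave out the NSSCs, which held 30.8% of the listed reads of day 8. Of the 51 known sequences 45 had 23 nt, so the shares and their order cannot be separated from the length of the listed sequences. With NSSCs on known mature arms counted, a setting chosen after the data were seen, miR-133 had 25174 RPM, above miR-30 with 18705 RPM. miR-126 was not in the known list of day 8, while an NSSC of that day elsewhere on its hairpin, CTCGTACCGTGAGTAATAATGCG, had 4100 reads. At the 5 other stages miR-126 was listed with 21 nt, and the lists of day 8 hold no sequence shorter than 22 nt. miR-144, a miRNA of red blood cells, was in the known list of day 8 at 638 RPM and otherwise only in that of day 4, with 6 reads, and on day 6 an NSSC elsewhere on its hairpin, TACAGTATAGATGATGTACTC, had 1712 reads. Reads of the miR-144 hairpin were thus present on day 6 too. Of the 7 families miR-126, miR-140, miR-146, miR-30, miR-454, miR-103 and miR-301, 6 were in the known list of day 8, where 2.14 would be expected by chance, and 7 were in those of days 4 and 12. The paper named these families for the day 8 library, so the number expected by chance is no test of them there. With NSSCs on known hairpins counted, a setting chosen after the data were seen, 7 were found on day 8.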

At miRNA expression level, we observe expression of miR–126, mir–140, mir–146, mir–30, mir–454, mir–103, and mir–301 in CHL3 library. Similarly, several miRNA shows increased and distinct expression on day 10^th^, 12^th^ and day 14^th^ of chick heart development. 

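On day 10 miR-499 made up 41.0% of the reads of known miRNAs (95% Wilson interval 40.9 to 41.1) at 207723 RPM, and miR-126 made up 40.2% at 203858 RPM. Both were listed with 21 nt, the length of 71 of the 76 known sequences of that day. miR-100 followed with 4.51%, miR-199 with 4.13% and miR-27 with 2.26%. On day 12 the reads were spread over more families, with 13.4% for miR-10, 12.9% for miR-26, 12.3% for let-7, 11.4% for miR-126 and 9.00% for miR-148. miR-204, known from eye and choroid plexus and counted with miR-211, had 5.20% on day 12 and 0.0764% on day 4. On day 14 miR-26 was first with 29.6% (28.9 to 30.3), followed by miR-10 with 19.8%, miR-140 with 13.2%, miR-148 with 9.90% and miR-22 with 5.65%. The 5 most abundant families took 92.1% of the reads of known miRNAs on day 10, 59.0% on day 12 and 78.2% on day 14. The known list of day 10 held 0 of 5 families of the miR-17-92 related clusters, among them miR-92, which was listed with 22 nt on days 4, 6, 12 and 14, while nearly all sequences of day 10 have 21 nt.

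**Figure D3:**
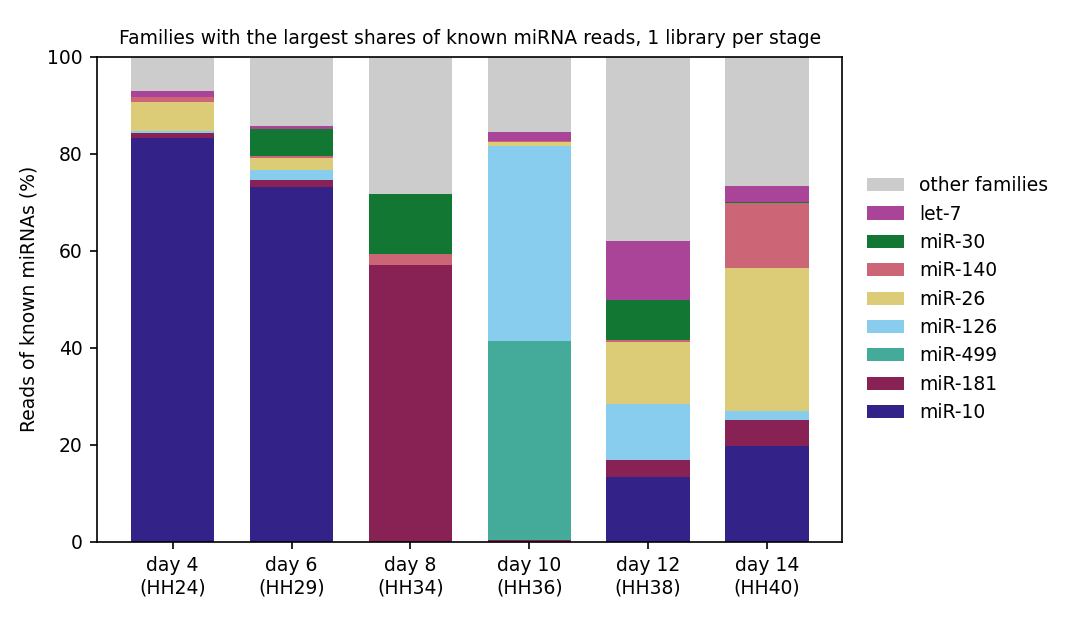
Reads of known miRNAs in percent (vertical axis) in the library of each stage (horizontal axis), for each family that reached 10% in at least 1 library and for the other families together. miR-10 fills most of days 4 and 6, miR-181 day 8, and miR-499 and miR-126 day 10. NSSCs, which held 30.8% of the listed reads on day 8, are left out.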

The diverse distribution as well as expression pattern of cardiac specific microRNAs strongly support the concept microRNAs function at all levels to regulate developmental processes.

To understand more about our observations in context of fetal gene associated heart diseases, we compared our data with previously published studies and observed significant overlap with the list of miRNAs reported earlier in the context ofheart diseases. For instance, there were 47 miRNA reported in context of delayed cardiomyopathy and we observed 22% to 39% overlap with miRNA expressed at various stages of heart development. Similarly, we found overlap of miRNA population reported in conditions like heart failure and cardiac fibrosis (S8 Table). This suggests that miRNAs expressed during early stage heart development have potential role during diseased state in humans. This also points to possible reasons of re-expression of fetal genes during terminal stages of heart diseases in humans. 

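Of the 18 families in the paper's table of miRNAs of heart failure and cardiac fibrosis, 4 were in the known list of day 4, 6 on each of days 6, 8 and 14, and 7 on each of days 10 and 12. These are 22.2%, 33.3% and 38.9% of the list. miR-181 and miR-30 were found at every stage, miR-133 at every stage but day 4, and miR-100 in every known list but that of day 8. miR-29, which lowers collagen synthesis in the infarcted heart, was found on days 6, 8, 10 and 12, from 14 reads on day 6 to 4772 reads on day 12. miR-21 was listed as known on day 12 with 184897 reads and on day 14 with 116 reads, and at the other 4 stages an NSSC lay on its mature arm. With NSSCs on known mature arms counted, a setting chosen after the data were seen, 5, 7, 8 and 8 families were found on days 4, 6, 8 and 10, and the list had 284 RPM on day 4 against 96.3 RPM without them. The miRNAs of this list took 73.2% of the reads of known miRNAs on day 8 and 1.58% on day 4. The 10 families that were in no known list, for which the NSSCs were not searched, include miR-208, miR-1, miR-214 and miR-212.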

Among the known cardiac microRNAs obtained in our study, let–7 family, the second microRNA found in *C*. *elegans*, have recently been found to be highly expressed in the cardiovascular system [53]. Studies have revealed the aberrant expression of let–7 members in cardiovascular diseases, such as cardiac hypertrophy, cardiac fibrosis, dilated cardiomyopathy, myocardial infarction, arrhythmia, angiogenesis, atherosclerosis and hypertension [54]. Similarly, miR–122 over expression is associated with induced cardiac myocytes apoptosis, an important feature evident during heart failure [55]. miR-10a regulates proliferation of human cardiomyocyte progenitor cells by targeting cardiac transcription factor GATA6 [56]. miR–100 and miR-133b regulate the reprogramming of key remodelling /fetal genes which are involved in the establishment and progression of common human cardiomyopathy [57]. miR–138 regulates the cardiac patterning which are highly conserved from zebrafish to Humans [58]. miR–126 is a key positive regulator of angiogenic signaling and vascular integrity [59]. miR–22, miR–23, miR–30, miR–125, miR–103, miR–181, miR–199, miR–20, miR–126 have been reported to be over expressed in human failing heart [60]. Considering the same miRNA expression and possibly the involvement of their respective gene targets, it appears that similar mechanisms are at play in heart failure and heart development by the re-expression of fetal gene program [61]. 

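Over the 6 libraries 1220 distinct target names were listed, 102 of them in every library and 189 in 1 library only. Of the 15 common targets that the paper tabulates with a role in the heart, 6 were in all 6 lists. These are B4GALT5, paired with miR-101, miR-103 and miR-107 in the paper's S2 Table, TRA2A, a splicing regulator paired with let-7a, let-7j and miR-196, IL4 and PFKFB2, a regulator of glycolysis, which are both paired with let-7, PLA2G12B and PIK3C2G. GSN, TAB1, INPP4A and MAGI3 were in 5 lists, GNAI1 and PLK1 in 4, CTNS in 2 and VAMP4 in 1. ACTC1, which encodes cardiac actin, was in none of the lists.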

Computational prediction revealed more than 1000 putative target genes for cardiac specific microRNAs. The targets appeared to be involved in a broad range of biological processes with most of the genes related to cell cycle, apoptosis, signaling pathways, extracellular remodelling and gene regulation. Majority of the targets have significant role in heart development and diseases [62–65].

The future goal of the study is to design the microRNA based therapeutics against cardiomyopathies where hypertrophy in terminally differentiated adult cardiac myocytes is witnessed. Cardiac hypertrophy is an adaptive response to pressure or volume stress which accompanies many forms of heart disease, including hypertension and heart failure [66]. During hypertrophy, myocytes increase in size along with enhanced protein synthesis, sarcomereric re-organization and re-expression of fetal genes such as atrial natriuretic peptide (ANP), B-type natriuretic peptide (BNP) and beta-myosin heavy chain (β-MHC) [67]. Existing anti-hypertrophic drugs including beta blockers, Angiotensin converting enzyme (ACE) inhibitors etc. target the outside-in signalling pathways only. Due to complexity of pathophysiology and cross-talk between the complex signaling pathways implicated in cardiac development and diseases [68], existing therapies have limited success in controlling heart diseases. In our opinion, for a therapy to be successful, nuclear regulators should be viewed as potential therapeutic targets for designing the anti-hypertrophic drug as all the signals eventually converge on a common cardiac gene activation program. In this regard, miRNA and cardiac transcription factors (TFs) should be taken in to consideration for future study to design successful therapies against hypertrophy as they are critical nuclear regulators for modulating cardiac gene program [69–70]. It would be interesting to explore miRNA-TF axis as a new line of target for drugs against cardiac hypertrophy. Understanding the combinatorial regulatory networks among cardiac TFs and miRNAs, especially tissue-specific miRNAs would represent a significant link in deciphering molecular basis of cardiac-specific gene expression during development and diseases [71–72]. In our study, many of the cardiac TFs such as GATA4, NKX2.5, HAND, MEF2, SRF etc. were the potential targets of microRNAs identified in deep sequencing. 

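Transcription factors of the T-box family were among the predicted targets. TBX5, a factor of the heart chambers and conduction system, was listed on days 8 and 14, and the paper's S2 Table pairs it with miR-16 (score 288, energy -33.74 kcal/mol). TBX2, a repressor in the valve-forming part of the heart, was listed in 5 libraries and is paired there with miR-128 and miR-27b. TBX6 was listed on days 6, 10 and 12, paired with miR-128 (score 439, energy -55 kcal/mol). GATA2, a factor of blood and endothelial cells, was listed on day 4 and is paired with miR-20b (score 155). KLF11 was listed on day 6, paired with miR-30c, and TFEC, a relative of MITF, on days 4 and 14, paired with miR-27b. Each target list covers 10 miRNAs, so the days of a target depend on which miRNAs were chosen for the list. These factors were searched for after the lists had been seen, because the factors named in the paper were not found.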

Most of TFs and miRNAs interactions have not been studied till date. Hence, our study conducted on tiny sequences has a big potential not only for understanding the developmental switch but also in generating novel therapies against fetal gene reprogramming associated with cardiac abnormalities using microRNA based approaches.

## Conclusion

Taking these findings together, the current study has uncovered 353known and 703 novel miRNAs associated with chick heart development. The GO term and KEGG pathway annotations for the predicted miRNA targets show that these microRNAs are enriched in functional categories and pathways, which play important roles in heart development. Future studies can be designed to analyse the expression pattern and to decipher miRNA-transcription factors relationship to identify potential candidates for microRNA based therapeutics against heart failure, a leading cause of mortality worldwide.

## Supporting Information

S1 Fig Schematic representation of strategy adopted for stage specific miRNA profiling and characterization.

S2 Fig Heat maps of selected differentially expressed microRNAs expression profiles.

S3 Fig Heat maps of few novel microRNAs expression profiles.

S4 Fig Comparative analysis of target expression: The heat map was plotted on the basis of compared microarray and illumina gene expression data obtained from GeneCards database using ‘R’ programme. The paired T-test was done to check the significance of expression data using origin 6.1. We found that the obtained data was 95% accurate at 0.05 significant levels.
(TIF)

S1 Table List of microRNAs and their primer sequences.

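S1 Table gives a mature sequence beside the primers of each miRNA. The sequence for miR-181, AACAUUCAACGCUGUCGGUGAGU, is that of a listed miR-181 sequence in 3 libraries, and the sequence for miR-205, UCCUUCAUUCCACCGGAGUCUG, that of a listed miR-205 sequence in 4. The sequences for let-7 and for miR-30 are each identical to a listed sequence in 1 library. The sequences given for miR-140, miR-103 and miR-22 match 0 listed sequences on the arm that was counted in the libraries.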

S2 Table Summary of miRNA targets and their scores with minimum free energy, identified in six libraries CHL1 –CHL6.

S3 Table GO analysis for *biological processes-* CHL4 targets.

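S3 Table in the form used here holds the same 29 lines as S4 Table, which are terms of the cellular component. The genes of terms of the biological process were therefore not analysed here.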

S4 Table GO analysis to understand *cellular process*es of CHL4 targets.

S5 Table GO analysis to map the*molecular functions*of CHL4 targets.

S6 Table Summary of KEGG analysis of CHL4 targets.

S7 Table List of known miRNAs having role in cardiac development and diseases (extracted from existing literature) and their comparative analysis with miRNAs identified in each library of our study.

S8 Table List of targets identified in our study and their role in heart discussed in published literature.

# Supplementary material for: Comparative Characterization of Cardiac Development Specific microRNAs: Fetal Regulators for Future
**Source:** PLoS One. 2015 Oct 14;10(10):e0139359. doi: 10.1371/journal.pone.0139359
**Supplement:** S1 Table

| **Sr. No.** | **Conserved MicroRNAs** | **Sequences** |
| --- | --- | --- |
| 1. | Let-7 | Mature miRNA sequence: **5' -**UGAGGUAGUAGGUUGUAUAGU**- 3'**  Probe: 5' - TGGCTCTG - 3'  Forward: 5' - GTGGTGAGGTAGTAGGTTG - 3'  Reverse: 5' - GTGCAGGGTCCGAGGT - 3' |
| 2. | gga-mir-30 | Mature miRNA sequence:**5' -**UGUAAACAUCCCCGACUGGAAG**- 3'**  Probe: 5' - TGGCTCTG- 3'  Forward: 5' - TGTGTTTGTAAACATCCCCGAC - 3'  Reverse: 5' - GTGCAGGGTCCGAGGT - 3' |
| 3. | gga-mir-181 | Mature miRNA sequence: **5' -**AACAUUCAACGCUGUCGGUGAGU**- 3'**  Probe: 5' - ACTCAC- 3'  Forward: 5' - GGAACATTCAACGCTGTCG - 3'  Reverse: 5' - GTGCAGGGTCCGAGGT - 3' |
| 4. | gga-mir-140 | Mature miRNA sequence: **5' –**AGUGGUUUUACCCUAUGGUAG**- 3'**  Probe: 5' - CTACCA- 3'  Forward: 5' - GGGTGGAGTGGTTTTACCCTA - 3'  Reverse: 5' - GTGCAGGGTCCGAGGT - 3' |
| 5. | gga-mir-103 | Mature miRNA sequence:**5'-**UCGGCUUCUUUACAGUGCUGCCUUG **-3'**  Probe: 5' - TGGCTCTG- 3'  Forward: 5' - GGGTTTTCGGCTTCTTTACAGT - 3'  Reverse: 5' - GTGCAGGGTCCGAGGT - 3' |
| 6. | gga-mir-22 | Mature miRNA sequence: **5' -**AGUUCUUCAGUGGCAAGCUUUA**- 3'**  Probe: 5' - CTACCA- 3'  Forward: 5' - GGGAGTTCTTCAGTGGCAA- 3'  Reverse: 5' - GTGCAGGGTCCGAGGT - 3' |
| 7. | Gga-mir-205 | Mature miRNA sequence: **5' –**UCCUUCAUUCCACCGGAGUCUG **- 3'**  Probe: 5' - CTACCA- 3'  Forward: **5' -**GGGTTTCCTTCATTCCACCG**- 3'**  Reverse: 5' - GTGCAGGGTCCGAGGT - 3' |

How the deposited data were processed for this re-analysis (not part of the article)

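Small RNA of chick embryo hearts had been sequenced in 6 libraries, 1 for each of days 4, 6, 8, 10, 12 and 14 of incubation. The stage of each library was taken from the sample labels and from the paper's text. The paper's text describes the RNA of each stage as a pool and does not name the number of hearts. No stage had a replicate, so no test was run between stages.

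The authors removed low-quality reads and adapters, kept each unique read with its count, mapped these tags with BLAT to the chicken genome (Gallus gallus v.2.1) allowing at most 1 mismatch, searched miRBase for known miRNAs and folded the hairpins with an RNA folding program. The submitters' processing notes also list TopHat and Cufflinks, with no version. For each library the authors deposited the count of reads of each known miRNA and of each sequence absent from miRBase, which the paper names NSSCs, repeated for each locus of the sequence. The RPM values were made by the authors from these counts, with a normalization by the counts of each library that the paper's methods describe, and each was the abundance times 1 constant per library. The G and C content in percent of each hairpin was deposited by the authors beside its sequence. The hairpin energies in kcal/mol, and the score and duplex energy of each miRNA and target, were also deposited by the authors, from a target prediction with a minimum score of 100 and an energy below -20 kcal/mol in the paper's methods. The p-value deposited by the authors for each hairpin was read but used in no test, and the procedure behind it is not given in the sources used here. Lines without a sequence or an abundance were not used here. No genome was used, and chromosome positions are those of the deposited lists.

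A known miRNA was counted by its miRBase name, an NSSC by its mature sequence, and a target by its name. Families join the miRBase names that share a number, and names that a deposited line gives together (miR-103 with miR-107, miR-204 with miR-211 and miR-31 with miR-72) were taken as 1 family each. Levels are sums of RPM over the distinct mature sequences of a family, and a sequence at several loci was added once. The depth was the paper's number of clean reads, and the total behind the RPM values was the inverse of the value of 1 read. Shares carry 95% Wilson intervals, and the log2 ratios of miR-30 and let-7 carry 95% intervals from the counts. These intervals leave out the variation between embryos. An NSSC was placed on a known hairpin when its hairpin overlapped, on the same chromosome and strand, a hairpin listed as known in any library, and on the mature arm when at least 15 nt of the mature sequences overlapped. The mature arm is thus the arm of the known lists, which need not be the more abundant arm of a hairpin.

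Relations over the 6 libraries were tested exactly over all 720 pairings, and relations over chromosomes with 100000 resamples. Differences between the hairpins of NSSCs and known miRNAs were tested with 100000 resamples, or over every split where the splits were few enough. With 1 value per sequence this was so on days 4 and 14 (73815 and 1370754 splits). All tests were two-sided, with a threshold of 0.05, and p was adjusted by Benjamini-Hochberg over each family of tests. The 3 relations to the reads behind the RPM values were adjusted together with the 4 others over the libraries, and the p of other relations run as alternatives was not adjusted. Numbers of families found were set beside 10000 random lists of the same sizes, drawn with the same chance for each family whatever its abundance. Hairpin overlaps were set beside 1000 draws in which each locus was moved at random along its chromosome.

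Most items named in the text were fixed by a rule before the data were examined. Named outside it were the transcription factors that the paper does not name, miR-1729, miR-1703 and miR-455, the NSSCs elsewhere on the hairpins of miR-30, miR-126, miR-144 and miR-9, and genes given as examples from the paper's tables of GO terms. The rule covers the members of the 7 families found in all libraries, the miRNAs, transcription factors and common targets that the paper names, the 5 known miRNAs of highest value in each library, the 2 NSSCs of highest value in each library and any NSSC in 3 or more libraries, and the members of 20 lists of miRNAs. The paper's figures and supplementary tables had been read by then, so their values count as seen. The lists are let-7, the 7 families that the paper calls conserved, miRNAs of heart and skeletal muscle, 4 groups from the paper's discussion (cardiogenesis, days 4 and 6, day 8, and disease), the miRNAs of Fig 9B, the paper's list for heart failure and fibrosis, miRNAs of endothelium, smooth muscle and fibroblasts, red blood cells, white blood cells, epithelia, neural tissue, abdominal organs, and eye and choroid plexus, the HOX clusters, the miR-17-92 related clusters and the miR-302 cluster. The lists taken from the paper are not independent of these libraries.

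The alternatives tried were other units of counting (lines, sequences, families, names), a minimum of 10 reads, a star strand, other scales of depth and of level (log10 of the clean reads, raw reads, shares of known reads, highest member, scaling to the clean reads), single classes of loci, leaving out day 10 or chromosomes 1 to 4, energy per nucleotide, a score of at least 150, an energy of at most -25 kcal/mol and the paper's S2 Table in place of the deposited target lists. Added after the data had been seen were a minimum of 6 reads, leaving out NSSCs on known hairpins, counting NSSCs on a mature arm or anywhere on a hairpin under its family, the reads behind the RPM values as the depth, chromosome length from known miRNAs against the loci of NSSCs outside known hairpins, and the S2 Table for the relation of targets to known miRNAs.

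The overlap of hairpins and the permutation test were tested on simulated data. All of 200 planted copies of known hairpins were found and 0 of 200 loci placed elsewhere were called. Of 30 simulated differences of 2 SD between 5 and 20 sequences 100% passed the test, and of 60 simulated comparisons without a difference 3.33% did. The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The real time PCR, the classes of small RNA other than miRNAs, the gene expression behind S4 Fig and the enrichment of GO terms and pathways were not analysed here.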

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

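Of the tests given here, the one on another length of the same arm was chosen only after the result was seen, and the one on chance overlap was not. The values were picked out as signals that the paper does not discuss, each above the limit that a count of 0 allows.

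miR-499, a cardiac myosin miRNA, had 712093 reads on day 10 and was in the known list of no other library. It was listed with 21 nt, like 71 of the 76 known sequences of day 10. The lists of day 8 hold no sequence shorter than 22 nt, and 2 of the 41 known sequences of day 14 have 21 nt. Its absence there cannot be separated from the length of the listed sequences. The known lists of days 6 and 12 held 16 and 25 sequences of 21 nt. With 1 library per stage neither a technical nor a biological explanation of its level was tested.

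On day 8 sequences listed outside the known miRNAs lay on the mature arms of miR-133, with 140274 reads, of miR-10, with 59568 reads, and of miR-21, with 46568 reads. Summed over all libraries, 114 of 679 listed loci of such sequences overlapped a hairpin listed as known in some library. A locus listed in several libraries counts once in each. Chance overlap is argued against, since 0 of 1000 draws of loci moved along their chromosomes gave as many and the highest draw gave 1. Another length of the same mature arm may be what was listed, since 95.9% of the 49 overlapping sequences of day 8 covered the known mature sequence by at least 15 nt. A difference of the stage in how the arm is cut stays open and was not tested, because each stage has 1 library and 90 of the 91 NSSCs of day 8 had 23 nt.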

How the results depend on the processing

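The alternatives with a minimum of 6 reads, with NSSCs on known mature arms or anywhere on known hairpins added, with the reads behind the RPM values and with chromosome length and loci from separate miRNAs were chosen after the data were seen. Of 122 alternatives 92 left the result as it was, and so did 40 of 54 for the leading results. Some of these could not differ. The abundance in the list of known miRNAs gives the RPM again, and the deposited lists hold as many pairs as targets in each library. The ratio of NSSCs on day 10 to day 12 was 2.31, and 0.898 with at least 10 reads and 0.366 with at least 6 reads, both of which turn its direction; merging loci, counting lines, a star strand and leaving out known hairpins gave 2.32 to 2.5. The number of families in all 6 libraries was 7, and 0 by exact sequence, 15 with NSSCs on known mature arms added and 17 with NSSCs on known hairpins added. Of the 7 conserved families 6 were lowest on day 4 in RPM, and 0 as shares of known reads. The log2 ratio of miR-30 from day 8 to day 10 was -5.50, and -7.25 as a share of known reads, -5.37 for the highest member, -5.23 scaled to the clean reads and -3.29 with NSSCs on its hairpins added, with 1 direction throughout. Families at 1 stage only numbered 39, and 25 with NSSCs on known mature arms or hairpins added. The hairpin energy differed in 1 library, and per nucleotide in 3, of which day 10 had the opposite direction. Targets shared by all libraries numbered 102, and 52 with a score of at least 150, an alternative that leaves fewer lines and reads a score that stands beside other target names in S2 Table. Apart from that alternative and the minimum of 6 reads, the cause was not tested. The relation of known miRNAs to depth was under the threshold only against the reads behind the RPM values (r 0.735) and only before adjustment, with an adjusted p = 0.0778 (exact). Of 60 alternatives for counts of single libraries 45 stayed within a factor of 1.5, 2 were higher and 13 lower. The ratio of known miRNAs between days 12 and 4 stayed between 3.44 and 3.62, the rho of loci and chromosome length between 0.599 and 0.919 (0.684 without day 10, 0.919 with separate miRNAs), the ratio of targets between days 14 and 4 between 1.33 and 1.58, and the relation of all miRNAs to depth did not pass at any setting (r 0.122 to 0.398). The lowest and highest ratios of targets came from the filters on score and energy, which read values that stand beside other target names in S2 Table. Without these filters the ratio was 1.36. No paired analysis was possible because each stage has 1 library and no replicate number is shared. Depth limits the smallest level that could be listed, since 1 read was worth 0.0267 RPM on day 12 and 4.38 RPM on day 14.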

Differences from the paper's values

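The paper gives 84.60% of the raw reads of day 14 as clean, while its own numbers of reads give 8.47%. The stated percent was an alternative set before the data were examined for the relations to depth only, which did not pass a test with it either (r 0.133 for all miRNAs, 0.0722 for known miRNAs and 0.132 for NSSCs).

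In the paper's table of common targets with a role in the heart there are 15 targets, of which 6 were in all 6 deposited lists. The S2 Table, an alternative set before the data were examined, also gave 6 and differs too.

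Fig 8A shows about 41 known miRNAs on day 4, read by eye, where 27 names were counted, and about 49 on day 14, where 30 were counted. The lines of the lists (41 on day 4 and 49 on day 14) and the distinct sequences (34 and 41) are alternatives under which the values do not differ, while families (27 and 30) and a minimum of 10 reads (25 and 28) differ. Fig 8A shows about 930 targets on day 10, read by eye, where 535 were counted. All alternatives set before the data were examined differ there. They gave 535 pairs, 454 target names beside a score of at least 150, 206 beside an energy of at most -25 kcal/mol and 548 targets in the S2 Table. The scores and energies stand beside other target names in the S2 Table, so these filters do not select targets by their own values. The pairs of the S2 Table, a setting chosen after seeing the values, number 945 on day 10 and leave out none of the pairs that the paper lists.

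Fig 7A shows levels of 7 families, read by eye. Its legend names real time PCR, which was not analysed here, and its values are set beside RPM because nearly all of them lie near the RPM of a member, as given below. For miR-205 it shows about 280 on day 6, about 150 on day 8 and about 18 on day 10, where the family had 847, 277 and 40.8 RPM. For miR-30 it shows about 5.0 on day 4, about 6100 on day 6, about 7600 on day 8, about 8200 on day 10, about 6100 on day 12 and about 140 on day 14, where the family had 8.59, 19760, 18705, 412, 16792 and 223 RPM. For miR-181 it shows about 5200 on day 8, where the family had 86088 RPM. For let-7 it shows about 22 on day 4, about 910 on day 6, about 3600 on day 10, about 1500 on day 12 and about 630 on day 14, where the family had 76.3, 2756, 8743, 25125 and 2260 RPM. With the highest member in place of the sum, an alternative set before the data were examined, the values no longer differ except for miR-205 on day 6 (563 RPM), miR-30 on day 10 (184 RPM), miR-181 on day 8 (80920 RPM) and let-7 on day 12 (11140 RPM). The scaling to the clean reads differs for all of these values. So does the abundance in the list of known miRNAs, which gives the RPM again and is no separate check. Compared after the values were seen, 40 of the 42 values of Fig 7A lie within 5% of the RPM of some member of the family, and miR-30 on day 10 and miR-22 on day 12 do not.

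The paper states that all conserved miRNAs were lowest on day 4. Of the 7 families 6 were, and let-7 was lower on day 8 than on day 4 by a log2 ratio of -0.08, within counting error. The highest member and the scaling to the clean reads place all 7 lowest on day 4, and as shares of known reads 0 were.

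The paper describes miR-30 as increasing up to day 10 and reduced on day 12. Its level was lower on day 10 than on days 6, 8 and 12, also with NSSCs anywhere on its hairpins counted (1918 RPM on day 10), a setting chosen after seeing the values, and it was higher on day 10 than on day 4 and low on day 14. Its members with GACTGGAAG, not listed on day 10, had 22 to 24 nt at the other stages, while nearly all known sequences of day 10 have 21 nt and nearly all of day 14 have 22 nt. The paper names miR-126 among the miRNAs of day 8, where it was not in the known list (an NSSC elsewhere on its hairpin had 4100 reads, and the lists of day 8 hold no sequence as short as its 21 nt), while the other 6 miRNAs it names for that day were in the known list. Reads of the miR-126 hairpin were thus present on day 8, so its absence from the known list does not contradict the paper. For day 6 the paper names an increase of miR-30, miR-92, miR-10 and miR-26. All 4 had a higher RPM on day 6 than on day 4, and as shares of known reads miR-10 and miR-26 were lower.

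The paper ranks chromosomes 1 to 4 in this order among the libraries. The order held on days 6 and 10 and over all libraries, chromosome 3 came before chromosome 2 on days 8 and 12, and on days 4 and 14 chromosome 17, with 4 and 6 loci, was among the first 3, chromosome 4 was tied with several others at 3 loci and chromosome 3 held 0 and 1.

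The paper places the highest share of miRNA reads on days 6 and 12 and the lowest on day 4. Its shares are of the whole small RNA population, while the values here cover only the sequences kept in the deposited lists, so the measures are unlike. Listed miRNAs took the largest part of the reads behind the RPM values on day 10, with 51.6%, before day 6 with 35.9%, and the smallest on day 4. Over the clean reads they took 34.2% on day 6, 18.2% on day 12, 8.67% on day 10, 3.03% on day 8, 1.05% on day 14 and 0.0698% on day 4. Days 6 and 12 are then highest and day 4 lowest as in the paper, while day 14 comes after days 10 and 8, which the paper places behind it.

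The paper names GATA4, NKX2-5, MEF2, SRF and HAND as targets of the miRNAs of these libraries. None of 10 factors searched was in the deposited lists or in the S2 Table. Fig 9B is described as showing known miRNAs identified in the libraries. Of its 34 miRNAs 11 were in at least 1 known list, 23 were in none and 0 were in all 6.

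The legend of Fig 9A describes the pathways shown as significant. In the paper's table of pathways 0 of 57 lines have a p under 0.05 and the smallest is 0.13. The paper's text assigns to protein kinase activity a number of genes that its S5 Table does not give, which has 30, and to mitochondrial membrane the number that its S4 Table gives for mitochondrial part (26), against 18 in that table.

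The paper describes the NSSCs as sequences within a limit of hairpin energy. Of 665 NSSCs 643 were within it and 22 were above it. The paper counts more known miRNAs with stage-specific expression than the known lists hold, in which 127 names occurred over all stages and 39 families were at 1 stage only, while the lines of the 6 lists add up to 516.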

Other observations

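Of the tests given here, those on sequencing depth, on shifted target names and on a prediction that differs by library were chosen only after the result was seen.

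miRNAs of other cell types of the heart were present at most stages. The numbers of families found are those of the known lists, and the NSSCs were not searched for families that are in no known list. Of 3 endothelial families (miR-126, miR-221 and miR-222) all were listed on day 10, with 204037 RPM together, 0 on day 8, where an NSSC on the miR-126 hairpin had 734 RPM, and 1 or 2 at the other stages, from 21.5 RPM on day 4 to 23376 RPM on day 12. Of 3 families of smooth muscle and fibroblasts found in any library (miR-21, miR-29 and miR-199), 2 were listed from day 8 on and 1 on days 4 and 6, with 5.01 RPM on day 4, 1.51 RPM on day 6, 5436 RPM on day 8, 20944 RPM on day 10, 5058 RPM on day 12 and 898 RPM on day 14. With NSSCs on known mature arms added, a setting chosen after the data were seen, these were 192 RPM on day 4, 1390 RPM on day 6, 13768 RPM on day 8 and 23128 RPM on day 10. In the known lists miR-199 gave most of the sums of days 8 and 10, with 5433 and 20932 RPM. It was listed with 1 sequence on each day, of 23 nt on day 8 and of 21 nt on day 10. These are different mature sequences and not other lengths of the same one. The levels of days 8 and 10 thus do not compare the same mature miRNA. miR-143, miR-145 and miR-214 were in no known list. The families of heart and skeletal muscle together had 209064 RPM on day 10, 972 RPM on day 14, 477 RPM on day 12, 344 RPM on day 6, 18.3 RPM on day 8 and 0 on day 4, and with those NSSCs added 737 RPM on day 6, 25174 RPM on day 8 and 2499 RPM on day 12. miR-302, of a cluster active in pluripotent cells, was listed on days 6, 8, 10 and 12 with at most 19.0 RPM (day 6), and miR-367 and miR-1811 of that cluster in no known list. miR-98, of the let-7 list, was in no known list either.

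Markers of blood and of other organs were found as well. Of 3 families of white blood cells (miR-142, miR-146 and miR-155), 1 to 3 were listed at every stage, with 8386 RPM on day 8 and 4.65 RPM on day 4, and miR-223 and miR-150 in no known list. Of the red blood cell miRNAs miR-451 was in no known list, and miR-144 had at most 638 RPM (day 8), and 185 RPM on day 6 from an NSSC on its hairpin. Neural families numbered 6 of 6 on days 6 and 10, 5 on day 12, 3 on day 8 and 0 on day 14 (an NSSC on a miR-9 hairpin had 6 reads there), with 2281 RPM on day 8 as the highest sum. The 4 epithelial families were all listed on days 6 and 12, with 1095 RPM on day 6 as the highest sum, and families of liver, gut, kidney and pancreas had at most 558 RPM (day 6). The families of eye and choroid plexus, miR-204 with miR-211 and miR-184, had 10626 RPM on day 12 and 0 on days 8 and 14 (35.1 RPM on day 8 with NSSCs on their arms). The HOX cluster families had 260236 RPM on day 6, 7.29 RPM on day 10 and 0 on day 8 in the known lists, but 2354 RPM on day 10 and 10660 RPM on day 8 with NSSCs on their arms, and those of the miR-17-92 related clusters had 11442 RPM on day 6, 4218 RPM on day 8 (10827 RPM with NSSCs on their arms), 5407 RPM on day 12, 2484 RPM on day 14, 180 RPM on day 4 and 0 on day 10. Heart cells also express members of several of these lists, so a level names no cell of origin, and other sources of these miRNAs were not tested.

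The miRNAs that the paper's discussion ties to cardiogenesis were listed with 4 of 4 families found in any library on days 6, 10 and 12, 3 on day 8 (4 with NSSCs on known hairpins), 2 on day 14 and 1 on day 4, while miR-1, miR-208 and miR-290 were in no known list. Of 13 families of the paper's disease group, 9 were listed on day 4, 12 on days 6 and 12 and 10 on days 8, 10 and 14, where 2.83, 9.12, 9.87, 4.00, 6.93 and 3.15 were expected by chance on days 4, 6, 12, 8, 10 and 14. With NSSCs on known hairpins, counted after the data were seen, 13 were found on day 8 and 11 on day 10. miR-125 of that group was in no known list. In 18 of 102 cases, each a list in a library, more families were listed than in 95% of random lists, with no adjustment for their number. The random lists take no account of abundance. The paper took several of these lists from these libraries, so they are not independent evidence.

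Day 10 had the most NSSCs, 354 against 153 on day 12. A lower minimum abundance of the day 10 list may account for the maximum, since 56 NSSCs of day 10 had the 6 reads that the other lists keep as a minimum, beside 153 on day 12. What part sequencing depth has in it cannot be told apart from this minimum, since with at least 6 reads in each list only 1 of the 3 libraries with more clean reads than day 10 listed fewer NSSCs by over 1.5 times (day 4, with 4), and days 8 and 12 listed more (91 and 153). A difference of the stage itself stays open and was not tested, because each stage has 1 library.

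In the deposited target lists the same miRNA and target carry different scores in different libraries, in 267 of 289 pairs found in 2 or more. A prediction that differs by library is argued against, since 0% of the 1677 such pairs in the paper's S2 Table differ in score or energy. Target names shifted against the other columns of the deposited lists may be the source, since 99.9% of the deposited lines carry a miRNA, score and energy that the S2 Table holds together, and 1.95% also carry the target it gives them. No biological explanation was tested, because a predicted score depends on sequence and not on the stage.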
